# Seasonal gene expression kinetics between diapause phases in *Drosophila virilis* group species and overwintering differences between diapausing and non-diapausing females

**DOI:** 10.1038/srep11197

**Published:** 2015-06-11

**Authors:** Tiina S. Salminen, Laura Vesala, Asta Laiho, Mikko Merisalo, Anneli Hoikkala, Maaria Kankare

## Abstract

Most northern insect species experience a period of developmental arrest, diapause, which enables them to survive over the winter and postpone reproduction until favorable conditions. We studied the timing of reproductive diapause and its long-term effects on the cold tolerance of *Drosophila montana*, *D. littoralis* and *D. ezoana* females in seasonally varying environmental conditions. At the same time we traced expression levels of 219 genes in *D. montana* using a custom-made microarray. We show that the seasonal switch to reproductive diapause occurs over a short time period, and that overwintering in reproductive diapause has long-lasting effects on cold tolerance. Some genes, such as *Hsc70*, *Jon25Bi* and *period*, were upregulated throughout the diapause, while others, including *regucalcin*, *couch potato* and *Thor*, were upregulated only at its specific phases. Some of the expression patterns induced during the sensitive stage, when the females either enter diapause or not, remained induced regardless of the later conditions. qPCR analyses confirmed the findings of the microarray analysis in *D. montana* and revealed similar gene expression changes in *D. littoralis* and *D. ezoana*. The present study helps to achieve a better understanding of the genetic regulation of diapause and of the plasticity of seasonal responses in general.

Seasonally changing environmental conditions present various kinds of challenges for species living at high latitudes, setting requirements for the plasticity of life-history traits important to reproduction and survival. Accordingly, many northern species from insects to vertebrates are able to forecast the forthcoming adverse season on the basis of annual changes in environmental cues and to use this information to optimally time their development and reproduction. While biochemical and physiological responses can usually be reversed over a short time scale, the traits showing developmental plasticity, like reproductive diapause, tend to require a longer time to be terminated^1^. In photoperiodically induced adult reproductive diapause, females’ ovarian development is halted to a pre-vitellogenic stage during late summer, continuing only when the days become longer and warmer in spring. This kind of winter diapause is usually accompanied by physiological, morphological and behavioural changes that allow insects to cope with various kinds of stresses during the cold period^2^. Tracing the expression kinetics, i.e. changes in the expression patterns of genes associated with diapause, does not only offer a unique opportunity to gain information on the genetic regulation of the diapause itself, but also offers preliminary steps to identify some of the candidate genes underlying the adaptation to northern environments.

Daily and seasonal changes in life-history traits important in adaptation to changing environmental conditions have usually been studied at more or less constant light:dark and/or temperature cycles in the laboratory^3^,^4^. While studies like these are extremely helpful for detecting responses to specific environmental cues and tracing linkages between phenotypic changes and gene expression, they may not reveal the complete roles of daily and seasonal rhythms in wild populations. In studies that involve simultaneous changes in daily temperature and lighting gradients, the entrainments caused by these factors have been found to reinforce each other and narrow down e.g. the timing of activity peaks of insects^5^,^6^. For example, Vanin *et al.*^7^ studied the activity rhythms and accompanying changes in the expression levels of specific clock genes in *D. melanogaster* flies in the wild. Interestingly, their study shows that several key laboratory-based assumptions about circadian behaviour in this species, including the anticipation of lights on and off transitions, the midday siesta, and the dominance of light stimuli over temperature, are not supported by observations in naturally fluctuating conditions^7^.

Seasonal rhythms have been studied in natural surroundings less often than daily rhythms even though these kinds of studies would provide valuable information about adaptation to seasonality. Vesala *et al.*^8^ studied the cold tolerance of *D. montana* flies by mimicking the seasonal changes in day length and temperature of the flies’ collection site, and showed an increase in the cold tolerance of the flies towards the winter to be accompanied by changes at specific metabolite levels. This kind of study scheme can also be applied to study the environmental factors evoking facultative reproductive diapause, as well as to trace phenotypic and transcriptional changes during different phases of diapause, which should be understood as *a process* rather than *a status*^9^. In a facultative reproductive diapause, the diapause induction usually takes place at a pre-diapause stage as a response to shortening day length and decreasing temperature. During the initiation phase, the intensity of reproductive diapause quickly reaches its maximum and is accompanied by a rapid decrease in the insects’ metabolic rate, while the maintenance phase is characterized by maintaining the developmental arrest and a relatively low metabolic rate. The termination phase is characterized by the start of the sexual maturation^9^. The studies by Rinehart *et al.*^10^ and Ragland *et al.*^11^ on the flesh fly, *Sarcophaga crassipalpis,* have elegantly shown how specific genes are up- or down-regulated in diapausing females compared to non-diapausing ones during different phases of diapause. However, these studies were performed in constant conditions in the laboratory, and they lack the information about gene expression kinetics when the flies shift from one diapause phase to another in changing environmental conditions.

In the present study we have traced the effects of seasonally changing conditions on the development (reproductive diapause vs. sexual maturation) and cold tolerance of the females of three sympatric northern *D. virilis* group species (*D. montana*, *D. littoralis* and *D. ezoana*), and simultaneously studied their gene expression kinetics. Females of all these species enter diapause when the day length decreases below a critical point, and can remain in this state for up to nine months^12^,^13^,^14^. However, these species differ in their seasonal life cycles^15^ and geographical distribution^16^. In this study, we aimed to find answers to the following questions: (i) when does the onset of diapause occur in an environment showing gradual changes both in day length and temperature, (ii) does the overwintering state of the females affect their fitness in terms of cold tolerance after the diapause has terminated, and (iii) how do the gene expression patterns of the studied set of 219 genes vary during the initiation, maintenance and termination phases of diapause in different seasonal environments.

## Results and discussion

Rearing the females of three northern *Drosophila virilis* group species in a climate chamber mimicking seasonal changes at their home site (Fig. 1) revealed several interesting phenomena linked with diapause and seasonal adaptation. First, the seasonal switch to reproductive diapause occurred in all three species at approximately the same day length as has been found to occur in *D. montana* in constant light:dark cycle and temperature conditions in the laboratory^14^,^17^ (Fig. 2). Second, in *D. montana* and *D. littoralis* the overwintering state of the females appeared to affect their cold tolerance even after the diapause had terminated (Fig. 3). Third, changes in the expression level of the studied genes between the initiation, maintenance and termination phases of diapause, as well as between the females overwintering at diapause or non-diapause state, showed that the upregulation of most of the studied genes was phase specific, while a few genes that were upregulated during the early adulthood remained upregulated throughout the females’ lifespan (Table 1, Supplementary Table 1, Fig. 4).

### Seasonal switch to reproductive diapause occurs within a narrow time period

Seasonal timing of reproductive diapause was determined by checking the ovarian development stage of three weeks old *D. montana*, *D. littoralis* and *D. ezoana* females, which had been transferred into the climate chamber between July and August (see Fig. 1). The critical day length for diapause induction (CDL; 50% of females enter diapause) was found to be LD 19:5 (corresponding to July 30^th^) in all study species; after this date the proportion of diapausing females increased to nearly 100% within one week (Fig. 2). In previous studies the CDLs of *D. montana* strains from Oulanka population have been found to vary between LD 18.5:5.5 and LD 19:5 at 16 °C^14^,^17^. These findings support each other and confirm the argument by Lumme^12^ and Watabe^13^ that the reproductive diapause of *D. virilis* group flies is regulated mainly by photoperiodic cues.

### Females’ reproductive state during overwintering affects their cold tolerance after diapause has been terminated

The chill coma recovery times (CCRTs) of 250-day-old *D. montana*, *D. littoralis* and *D. ezoana* females were measured 30 days after the winter period had ended (Fig. 1), when also the females that had overwintered in diapause had mature ovaries. The recovery times of the females varied significantly both among the species (ANOVA: F_6,237_ = 2.183, P < 0.05) and between the females’ overwintering states (ANOVA: F_1,237_ = 5.477, P < 0.05). *D. montana* and *D. ezoana* females recovered equally fast (in average 6–7 min.; Tukey HSD, P = 0.077; Fig. 3), while *D. littoralis* females recovered more slowly (in 13–16 minutes) than *D. montana* (Tukey HSD, P < 0.001) or *D. ezoana* (Tukey HSD, P < 0.001). All three species are found in northern Scandinavia, where the winters are cold, but *D. littoralis* is distributed also in central and southern Europe^16^,^18^. The large distribution area of *D. littoralis* might have caused trade-offs in the cold and heat tolerance of the flies, leading to a lower level of cold tolerance^19^. However, it should be kept in mind that low temperature causes several types of injuries in insects, and accordingly, different types of protective mechanisms are needed^20^. CCRT test used here describes mainly tolerance to direct injuries that are caused by severe short-term cold exposure^20^, while the tolerance to indirect chilling injuries that is caused by milder cold exposure over longer period may be equally or even more vital^21^. Overall, the CCRTs of the flies of all study species were quite short, indicating high cold tolerance compared to those of most other Drosophila species^22^. Kellerman *et al.*^21^ showed (using Critical Thermal Minimum method) that in genus Drosophila the high cold tolerance is mostly restricted to two species groups; *D. virilis* (including the species used in this study) and *D. obscura*.

Vesala and Hoikkala^23^ have shown that diapausing *D. montana* flies recover faster from chill coma than non-diapausing flies if the flies are not acclimated to cold, and Vesala *et al.*^24^ have demonstrated that the CCRT of diapausing females are shortest between late autumn and early spring. Our study shows that the females’ overwintering state has even longer-lasting effects on their cold tolerance. We also found significant interaction between the species and the overwintering state of the females (ANOVA: F_2,237_ = 4.688, P < 0.01): while *D. montana* and *D. littoralis* females that had overwintered in diapause recovered faster from chill coma than the females that had overwintered with mature ovaries in (F_1,97_ = 10.388, P < 0.01 and F_1,87_ = 4.316, P < 0.01, respectively), there were no significant differences between the two overwintering types in *D. ezoana* (F_1,112_ = 1.117, P = 0.293, Fig. 3). Increased cold tolerance of *D. montana* and *D. littoralis* females that overwintered in diapause could be due to that some diapause-related mechanisms are still ‘switched on’ after the diapause has terminated and/or that these females are in general in a better condition in spring than those overwintering with mature ovaries.

### Gene expression kinetics during different phases of diapause

Gene expression changes that occur during diapause have been commonly studied by comparing the expression levels of diapausing and non-diapausing females maintained in constant diapause inducing or preventing light:dark cycles^25^,^26^,^27^. Moreover, most of the earlier studies have focused on gene expression changes occurring during a specific phase of diapause^26^,^28^, while only some studies have covered the whole diapause period^11^. We traced the gene expression kinetics during different phases of diapause and also between diapausing (D) and non-diapausing (ND) females.

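Gene expression was measured with a custom Agilent microarray that carries probes designed for D. montana, hybridized with 1 labelled sample per array. There were 23 arrays in 8 groups, and each array held RNA of 2 pooled females. Diapausing females were sampled at 7, 50, 150 and 220 days (7D, 50D, 150D and 220D), and non-diapausing females at 7, 50 and 150 days (7ND, 50ND and 150ND). At 7 and 50 days the labels give autumn for diapausing and summer for non-diapausing females, and at 150 days winter for both. The 250D females had overwintered in diapause and had mature ovaries when sampled. The 50ND and 150ND females had mature ovaries too, so the share of ovary in their RNA may differ from that in diapausing females. Its part in the differences between diapausing and non-diapausing females was not tested. Each group had 3 arrays except 7ND, which had 2 (replicates a and c). The arrays lay on 3 slides, each with 1 array of every group, apart from the third slide, which held no 7ND array. The authors extracted each scan as background-subtracted intensity per spot, on a linear scale with no normalization between arrays. They also deposited a table of normalized intensity, 1 value per probe. Here the spot intensity was taken to log2 and quantile-normalized, and the 8 spots of each probe were averaged without those marked as outliers. The probes covered 218 of the 219 genes, and each gene was represented by its brightest probe, the kind of probe that Fig. 4 plots. The array carries forward and reverse-complement probes, and a value given for the mean of all probes of a gene leaves out neither kind. Differences were tested with limma over all 23 arrays, which share 1 estimate of the spread per gene, and p was adjusted over the 218 genes of each comparison. A gene was called at an adjusted p under 0.05 and a fold change of at least 2, the minimum values the paper names, and log2 fold changes are given with their standard error. The number of arrays limits the precision. Between 59.5% and 90.1% of the 14800 spots were well above background on the other arrays, against 98.5% on 7ND replicate c. That array had a median intensity of 530 (19.4 to 49.7 on the others), and its spike-in controls followed their known amounts with an R2 of 0.660 (0.991 to 0.998 on the others). Its column in the authors' table had r = 0.683 with its own scan, where every other column was closest to its own scan. For this reason, results that use 7ND are also given without replicate c and from the authors' table. In 150ND replicate c, the mean log2 intensity of the 38 genes higher in 50D than in 50ND, minus that of the 23 lower genes, was 1.62, against -0.31 and -0.17 in the other 150ND arrays and 1.90 to 2.32 in 150D. Both doubts were raised after the data were seen. Where every array of 1 group was near background, the fold change is given as a bound ("at least"). Hsp26 lay at or just under 17.36, the highest log2 intensity that quantile normalization leaves, on 7ND replicate a, on every 50ND array and on replicates a and b of 150ND and of 250D, so that its fold changes in these groups rest on that ceiling.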

### *Onset/initiation phase.* 

Initiation phase of diapause was studied by comparing the gene expression patterns of 7-day-old females that were destined to diapause and females that were at the early stage of sexual maturation (7D vs. 7ND; Fig. 1; Supplementary Table 1.). The gene showing highest upregulation in young diapause-destined females was *CG9747*, a gene with acyl-CoA Delta11-desaturase activity that is involved in lipid metabolism and oxidation-reduction processes^29^. 

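Females destined to diapause (7D, 3 arrays) had higher expression of some genes of the photoreceptor than 7ND females (2 arrays). The same held for CG9747 and CG17928, genes of lipid desaturation. Small heat shock genes and some genes known from the ovary had lower expression in 7D. The log2 fold change of CG9747 was 2.39 (standard error 0.52, adjusted p = 0.00205), and that of CG17928, a cytochrome b5-related gene, was 2.62 (standard error 0.52, adjusted p = 0.00113). Of the 8 desaturase and cytochrome b5-related genes, 2 were higher, 0 lower and 6 did not pass the test (2 and 0 adjusted over the list alone), and camera gave the list an adjusted p of 0.124. Of the 19 phototransduction genes, 10 rose, 1 fell and 8 did not pass the test (11 and 1 adjusted over the list alone). The largest of these increases was in trpl, a cation channel opened by light, at 2.98 (standard error 0.47, adjusted p = 0.000276). The opsin gene Rh3 had a log2 fold change of 2.59 (standard error 0.53, adjusted p = 0.00152), and inaD, which holds the signalling proteins of the photoreceptor together, of 1.45 (standard error 0.39, adjusted p = 0.00760). FKBP59, an immunophilin, was the member that fell, with -1.26 (standard error 0.27, adjusted p = 0.00192). Of the 26 heat shock proteins and chaperones, 3 rose, 7 fell and 16 did not pass the test (3 and 7 adjusted over the list alone). Hsp26 and Hsp23, both small heat shock proteins, had log2 fold changes of -5.42 (standard error 0.91, adjusted p = 0.000376) and -3.83 (standard error 0.84, adjusted p = 0.00221), the first against a 7ND replicate a at the ceiling of the normalization. Hsp83, the Hsp90 of flies, had one of -1.52 (standard error 0.32, adjusted p = 0.00180). Of the 8 genes with known ovarian or maternal expression, 0 rose, 5 fell and 3 did not pass the test (0 and 5 adjusted over the list alone), among them the RNA-binding protein gene Fmr1 (log2 fold change -2.04, adjusted p = 0.000496). The potassium channel gene Ork1 had a log2 fold change of -4.46 (standard error 0.63, adjusted p = 0.000124). For the lists, camera gave an adjusted p of 0.0348 for phototransduction, 0.0348 for heat shock genes and 0.0149 for ovarian genes, and no call with an estimated correlation (adjusted p = 0.656, adjusted p = 0.656 and adjusted p = 0.559). The median phototransduction gene had a log2 fold change of 1.45, which turned to -0.39 with no normalization between arrays, and the median heat shock gene one of -0.49, which turned to 0.30 with 75th-percentile scaling. With no normalization trpl, CG17928 and inaD had -0.049, -0.066 and -0.42. In all, 52 genes were higher, 33 lower and 133 not called in limma's test. These counts moved with the scaling, to 72 higher and 21 lower with 75th-percentile scaling, 3 and 129 with no normalization and 23 and 47 with spike-in scaling. With only the arrays of these groups in limma's model no gene passed, and 49 had an unadjusted p under 0.05. With 7ND replicate c left out these counts were 37 and 42, in the authors' table 20 and 33, and 29 genes passed in all of these, 13 higher and 16 lower, every gene named above among them. Within the first slide, which held 7ND replicate a, CG9747 had a log2 fold change of 1.05, and within the second, which held replicate c, one of 2.86.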

Other genes upregulated in diapause-destined females included the cytoskeleton modification gene *Actin 42A (Act42A)*, circadian clock gene *period* (*per*) and *couch potato (cpo)*, which has been connected to diapause in *D. melanogaster*^30^ and in *Culex pipiens*^31^, as well as a calcium-binding protein *regucalcin* (homolog of *Drosophila cold acclimation* gene, *Dca*) (Fig. 4). 

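Regucalcin was higher in 7D than in 7ND females, with a log2 fold change of 2.51 (standard error 0.44, adjusted p = 0.000465), 2.17 without 7ND replicate c and 1.62 in the authors' table. The RNA-binding protein gene cpo had a log2 fold change of 0.73 (standard error 0.29, adjusted p = 0.0484), under a 2-fold change, and it passed without 7ND replicate c, at 1.13 (adjusted p = 0.0115). For per the log2 fold change was -0.18 (standard error 0.48, adjusted p = 0.752). It was 1.30 within the slide of 7ND replicate a and -1.60 within that of replicate c. Without replicate c per passed the test at 1.15 (adjusted p = 0.0126), as it did in the authors' table at 1.05 (adjusted p = 0.00540). Act42A, a cytoplasmic actin, had a log2 fold change of 0.57 (standard error 0.31, adjusted p = 0.131) and did not pass limma's test, nor did it in the authors' table (0.70). Without that array it had 0.79. With 75th-percentile scaling all 3 muscle and cytoskeleton genes, Act42A among them, were called higher (median 2.64, against 0.63 for all genes). With spike-in scaling 2 of them were called, and with no normalization 0. The whole list of 14 circadian clock genes, to which per belongs, had 5 members higher and 1 lower (the same counts adjusted over the list alone), and its median of 0.87 turned to -1.69 with no normalization between arrays and to -0.42 with spike-in scaling. Camera made no call for it (adjusted p = 0.395). Among the 8 genes of glycolysis and central carbohydrate metabolism, 3 rose, 0 fell and 5 did not pass the test (3 and 0 adjusted over the list alone), such as Acon, the aconitase of the citric acid cycle, at 2.06 (standard error 0.42, adjusted p = 0.00132). Camera called this list higher (adjusted p = 0.0408 from camera, and adjusted p = 0.286 with an estimated correlation), although with no normalization between arrays its members no longer passed limma's test. With the slide as a term in limma's model, regucalcin kept an adjusted p of 0.000818 and cpo had 0.0609.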

All these genes, except *Act42A*, have been linked with the maintenance phase of diapause or with cold tolerance in *D. montana* in our earlier studies^24^,^26^,^32^,^33^.

To disentangle which genes are upregulated during the onset phase of diapause in contrast to the maintenance phase, we compared 7-day-old diapausing females to 50-day-old diapausing females. This comparison brought up multiple genes connected e.g. to phototransduction (Supplementary Table 1.) 

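As the diapausing females aged from 7 to 50 days (3 arrays each), genes of sugar metabolism and a few phototransduction genes fell, so that they were higher in 7D than in 50D females. Of the 19 phototransduction genes, 1 rose, 3 fell and 15 did not pass the test (1 and 3 adjusted over the list alone). The scaffold gene inaD had a log2 fold change of -1.35 (standard error 0.35, adjusted p = 0.00658) in 50D over 7D, and Gbeta76C, the G protein subunit of the photoreceptor, of -1.54 (standard error 0.39, adjusted p = 0.00501). FKBP59 rose by 1.25 (standard error 0.24, adjusted p = 0.000570). As a list, phototransduction was not called (adjusted p = 0.201 from camera, and adjusted p = 0.754 with an estimated correlation), and its median log2 fold change of -0.12 turned to 0.72 with no normalization between arrays and 0.38 with spike-in scaling. Of the 8 genes of glycolysis and central carbohydrate metabolism, 0 rose, 6 fell and 2 did not pass the test (0 and 7 adjusted over the list alone), and the list was called (adjusted p = 8.09e-06 from camera, and adjusted p = 0.00409 with an estimated correlation). They included Adh, alcohol dehydrogenase, at -3.42 (standard error 0.47, adjusted p = 2.69e-05), and the glycolytic enzyme genes Gapdh2 and Tpi, at -2.18 (standard error 0.30, adjusted p = 3.06e-05) and -1.20 (standard error 0.24, adjusted p = 0.000685). Over all genes, 25 rose, 24 fell and 169 were not called in limma's test. With no normalization 100 rose and 11 fell, and with spike-in scaling 57 and 14. The arrays of 7D and 50D were apart without overlap in all 49 of these genes, and in 149 of all 218, where chance gives 10%. The 49 genes, picked on these arrays, therefore moved the same way within every slide. With the slide as a term in the model 49 genes passed.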

Upregulation of phototrasduction genes highlights the genetic basis of the response to diapause inducing day lengths in northern Drosophila species. Among these genes *neither inactivation nor afterpotential D (ninaD)* showed the highest upregulation in 7-day-old females and another highly expressed gene was *Jonah 25Bi* (*Jon25Bi)*, which is known to be involved in proteolysis and to have endopeptidase activity^29^. Also *Act42A* and *Myosin heavy chain (Mhc)* genes were upregulated in young diapausing females when compared to older females.

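The gene with the largest decrease from 7D to 50D was ninaD, a scavenger receptor needed to take up carotenoids, with a log2 fold change of -4.72 (standard error 0.60, adjusted p = 2.08e-05) in 50D over 7D (3 arrays each). It was -3.15, -5.01 and -5.99 within the 3 slides. Jon25Bi, a serine protease of the gut, had a log2 fold change of -3.27 (standard error 0.46, adjusted p = 3.06e-05), and -3.30, -3.83 and -2.67 within the slides. These are the 2 measured gut markers among the gene lists, and as a list they were called lower in 50D (adjusted p = 0.00298 from camera, and adjusted p = 0.0357 with an estimated correlation). The paper's fold changes of both genes had been read when the lists were written, so the list test is no independent support. Both passed limma's test under every setting that was tried.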

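Muscle genes were higher in 7D than in 50D females (3 arrays each). The log2 fold change in 50D over 7D was -1.85 (standard error 0.28, adjusted p = 6.31e-05) for Act42A and -2.04 (standard error 0.32, adjusted p = 8.43e-05) for Mhc, the motor protein of muscle. The giant muscle protein gene sls had one of -3.25 (standard error 0.65, adjusted p = 0.000790). All 3 muscle and cytoskeleton genes fell in limma's test (the same count adjusted over the list alone), and the list was called (adjusted p = 0.00142 from camera, and adjusted p = 0.0409 with an estimated correlation). This list too was written after the paper's fold changes of its members had been read. Within the slides Mhc had log2 fold changes of -2.21, -1.59 and -2.32, and Act42A of -2.06, -1.68 and -1.81.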

### *Maintenance phase.* 

As the flies aged and proceeded from the onset phase to the maintenance phase, we observed moderately low gene expression changes (FC < 2) in most of the studied genes. A comparison between the 50 (50D) and the 7 (7D) days old diapausing females revealed upregulation in four ribosomal genes, several heat shock and stress related genes, as well as genes linked to locomotion and circadian rhythms (Supplementary Table 1). 

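Some chaperone and clock genes rose from 7 to 50 days of diapause (3 arrays each), and so did some ribosomal and translation genes after quantile normalization. Of the 7 ribosomal and translation genes, 4 rose, 0 fell and 3 did not pass the test (4 and 0 adjusted over the list alone), and the list was called (adjusted p = 0.00142 from camera, and adjusted p = 0.0129 with an estimated correlation). The members that rose were the elongation factor gene Ef1alfa48D, with a log2 fold change of 1.69 (standard error 0.32, adjusted p = 0.000570), and RpL19, RpL40 and RpL27A, with 1.19, 1.15 and 1.03. Neither with 75th-percentile nor with spike-in scaling did they pass, and the median of the list was then 0.072 and 0.70, against 0.10 and 0.73 for all genes. Of the 26 heat shock proteins and chaperones, 8 rose, 1 fell and 17 did not pass the test (8 and 1 adjusted over the list alone), with adjusted p = 0.00334 from camera, and adjusted p = 0.417 with an estimated correlation. Hsc70-4 rose by 1.84 (standard error 0.23, adjusted p = 2.08e-05), Hsp83 by 1.56 (standard error 0.29, adjusted p = 0.000388), and the transcription factor gene Hsf by 1.34 (standard error 0.37, adjusted p = 0.00967), whereas Hsp20 had a log2 fold change of -1.80 (standard error 0.55, adjusted p = 0.0162). The locomotion gene for, a cGMP-dependent protein kinase, rose by 1.73 (standard error 0.23, adjusted p = 2.69e-05). Of the 14 clock genes, 3 rose, 1 fell and 10 did not pass the test (3 and 1 adjusted over the list alone). These were per, at 1.18 (standard error 0.43, adjusted p = 0.0479), CkIIalfa and slmb, whose products modify the PER protein, at 1.27 and 1.23, and the repressor gene cwo, at -1.91 (standard error 0.46, adjusted p = 0.00405). The largest increases of all were in CG6785, at 3.14 (standard error 0.45, adjusted p = 3.94e-05), and in CG9747, at 2.55 (standard error 0.46, adjusted p = 0.000355). Camera also called the ovarian genes higher in 50D, of which 3 rose and none fell (adjusted p = 0.0437 from camera, and adjusted p = 0.524 with an estimated correlation). RpL40 had a log2 fold change of -0.14 with 75th-percentile scaling, and with the mean of all probes of a gene RpL19 had -0.0054 and RpL27A -0.058.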

As the flies aged further and the maintenance phase was prolonged to the overwintering phase (150D) (constant darkness and +4 °C for four months), the highest expression change was found in *Dopa decarboxylase* (*Ddc*), which catalyzes the final step in the synthesis of neurotransmitters dopamine and serotonin^34^. These so called biogenic amines have been connected to multiple phenomena in *Drosophila sp.*, including stress resistance^35^ and longevity^36^. 

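Between 50D and 150D females (3 arrays each), some desaturase and phototransduction genes fell, and few genes rose. Ddc had a log2 fold change of 1.19 (standard error 0.45, adjusted p = 0.184) and did not pass limma's test. It was 1.45, 0.46 and 1.65 within the slides. In the authors' table all 17 fold changes of the paper for this comparison, Ddc, vri and fru included, lay within 5% of a probe of the gene. None of the 10 genes of biogenic amines and pigmentation passed, also when adjusted over the list alone (camera adjusted p = 0.402). The largest increase was in CG6785, at 2.57 (standard error 0.45, adjusted p = 0.00172), and tutl, an immunoglobulin superfamily gene, rose by 1.22 (standard error 0.33, adjusted p = 0.0245). Adh had a log2 fold change of -2.57 (standard error 0.47, adjusted p = 0.00172). Of the 8 desaturase and cytochrome b5-related genes, 0 rose, 4 fell and 4 did not pass the test (0 and 4 adjusted over the list alone), among them desat1 at -1.69 (standard error 0.31, adjusted p = 0.00172) and desat2 at -1.40 (standard error 0.30, adjusted p = 0.00571). With 75th-percentile scaling 1 of them fell, and desat1 no longer did (adjusted p = 0.0539). Of the 19 phototransduction genes, 0 rose, 3 fell and 16 did not pass the test (0 and 3 adjusted over the list alone). These were Arr2, the arrestin that ends the opsin signal, at -2.51 (standard error 0.40, adjusted p = 0.00138), the light-activated channel gene trp at -1.10 (standard error 0.30, adjusted p = 0.0244) and Gbeta76C at -1.50. Camera gave an adjusted p of 0.0235 for desaturases, 0.0182 for phototransduction and 0.0235 for glycolysis, all lower in 150D, and none of them with an estimated correlation (adjusted p = 0.514, adjusted p = 0.514 and adjusted p = 0.237). In all 5 genes rose, 10 fell and 203 were not called. The arrays of 50D and 150D were apart without overlap in all 15, and in 112 of all 218 genes. The 15 therefore moved the same way within every slide. With spike-in scaling 0 rose and 29 fell, with 75th-percentile scaling 7 passed, and without 50D replicate c 7 passed.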

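Among the 26 heat shock proteins and chaperones, 1 rose, 1 fell and 24 did not pass the test (1 and 1 adjusted over the list alone) from 50D to 150D (3 arrays each). Hsc70-2, a cognate of the Hsp70 chaperone, rose by 1.26 (standard error 0.29, adjusted p = 0.00992). The heat shock transcription factor gene Hsf had a log2 fold change of -1.59 (standard error 0.37, adjusted p = 0.0106). The list was not called (camera adjusted p = 0.290), and its median of 0.29 turned to -0.0065 with 75th-percentile scaling, to -0.32 with no normalization and to -0.76 with spike-in scaling. Hsc70-2 itself had -0.019 with spike-in scaling and -0.36 with the mean of its probes. The clock gene vri had a log2 fold change of -0.85 (standard error 0.76, adjusted p = 0.655), and fru, which sets male and female courtship, of 0.58 (standard error 0.23, adjusted p = 0.198), and neither passed. None of the 14 clock genes passed limma's test, also when adjusted over the list alone.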

Other upregulated genes in 150D females included several heat shock genes, of which many are known to be highly upregulated in several insect species during diapause^10^, and genes that are connected to circadian clock (*vrille* (*vri)* and *fruitless* (*fru*)).

### *Termination phase.* 

The termination of the reproductive diapause began at the end of the artificial year, during spring conditions. 5–10 females were removed from the chamber at different time points in the spring and their ovaries were checked to observe the initiation of the termination phase (data not shown). During the spring, the 220-day-old females had just initiated the termination phase of reproductive diapause (220D) and were still at the pre-vitellogenic stage. 

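A few phototransduction genes rose from 150D to 220D (3 arrays each), the step from winter to spring conditions. Arr2 had a log2 fold change of 2.59 (standard error 0.40, adjusted p = 0.000609), inaD of 1.62 (standard error 0.35, adjusted p = 0.00649) and Gbeta76C of 1.62 (standard error 0.39, adjusted p = 0.0140). Of the 19 phototransduction genes, 3 rose, 0 fell and 16 did not pass the test (3 and 0 adjusted over the list alone). The list was called with adjusted p = 0.00240 from camera, and adjusted p = 0.832 with an estimated correlation. The blue light receptor gene cry rose by 2.00 (standard error 0.40, adjusted p = 0.00312) and Adh by 2.94 (standard error 0.47, adjusted p = 0.000609). Pgm, an enzyme of sugar metabolism, had a log2 fold change of 0.47 (standard error 0.31, adjusted p = 0.484). Among the heat shock genes, Hsc70-2 fell, with a log2 fold change of -1.54 (standard error 0.29, adjusted p = 0.00198), and so did DnaJ-1, a co-chaperone, with -1.03 (standard error 0.30, adjusted p = 0.0477). The other measured Hsc70 genes Hsc70-3, Hsc70-4 and Hsc70-5 had log2 fold changes of 0.64, 0.06 and -0.06 and did not pass. CG9747 fell as well, with -2.44 (standard error 0.46, adjusted p = 0.00198). In all 7 genes rose, 4 fell and 207 were not called in limma's test. With no normalization 7 passed and with spike-in scaling 4. With the slide as a term 8 passed, and DnaJ-1 no longer did (adjusted p = 0.0799). Neither Hsc70-2 nor DnaJ-1 passed with 75th-percentile scaling (adjusted p = 0.0561 and adjusted p = 0.361) or with spike-in scaling (adjusted p = 0.155 and adjusted p = 0.658). With the mean of all its probes Hsc70-2 had a log2 fold change of 0.91.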

The highest expression differences in 220-day-old females compared to 150-day-old diapausing females were detected in the heat shock gene *Hsc70*, followed by the *Phosphogluconate mutase (Pgm)*, *inactivation no afterpotential D (InaD)* and *Arrestin 2 (Arr2)* genes which are all linked to phototransduction. This could indicate the importance of photoperiodic cues during the termination phase of the reproductive diapause, although it has been hypothesized that temperature would be the main cue in the termination of diapause^13^.

At the age of 250 days during the spring conditions, females’ diapause was fully terminated and all the females had mature ovaries. Comparison between samples 250D and 220D revealed drastic expression changes in many genes that had not been detected during other diapause phases. This is not surprising as diapause termination induces ovarian maturation and several physiological changes. 

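When diapause had ended, some genes known from the ovary rose, and some of the photoreceptor and a few of lipid desaturation fell (250D against 220D, 3 arrays each). Of the 8 ovarian or maternal genes, 4 rose, 0 fell and 4 did not pass the test (5 and 0 adjusted over the list alone), among them tws, a subunit of protein phosphatase 2A, at 1.85 (standard error 0.44, adjusted p = 0.00468), and His3.3A, a histone variant, at 1.15 (standard error 0.37, adjusted p = 0.0325). Of the 19 phototransduction genes, 1 rose, 7 fell and 11 did not pass the test (1 and 9 adjusted over the list alone), with trpl at -3.12 (standard error 0.42, adjusted p = 2.64e-05), inaC, the protein kinase C of the eye, at -2.34 (standard error 0.37, adjusted p = 0.000108) and Rh5 at -2.04 (standard error 0.38, adjusted p = 0.000575). Of the 8 desaturase and cytochrome b5-related genes, 0 rose, 2 fell and 6 did not pass the test (0 and 2 adjusted over the list alone), CG9747 at -2.29 (standard error 0.46, adjusted p = 0.00106) and CG15531 at -2.11 (standard error 0.46, adjusted p = 0.00228). The largest decreases were in CG6785, with a log2 fold change of -3.71 (standard error 0.45, adjusted p = 8.57e-06), and trpl, followed by tutl with -2.79 (standard error 0.33, adjusted p = 8.57e-06). The non-coding RNA Hsr_omega had one of -2.22 (standard error 0.22, adjusted p = 1.66e-06) and for of -1.75 (standard error 0.23, adjusted p = 1.83e-05). Mhc fell, with -1.35 (standard error 0.32, adjusted p = 0.00468), but the median of the muscle genes, -0.35, turned to 0.19 with 75th-percentile scaling, 0.41 with no normalization between arrays and 0.37 with spike-in scaling. Camera gave an adjusted p of 0.00743 for ovarian genes, 0.0188 for phototransduction and 0.0342 for desaturases, and no call with an estimated correlation (adjusted p = 0.725, adjusted p = 0.726 and adjusted p = 0.726). In all 19 genes rose, 28 fell and 171 were not called. The arrays of 220D and 250D were apart without overlap in all 47, and in 120 of all 218 genes. All 47 therefore moved the same way within every slide. More genes rose than fell with no normalization (30 and 23) and with spike-in scaling (21 and 18). With the slide as a term 42 passed, and without 250D replicate b 30 passed.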

Due to the large amount of differentially expressed genes between these two offset phases, only part of the data will be discussed here, and are not included in the Supplementary Table 1. 

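The largest increases from 220D to 250D (3 arrays each) were in small heat shock genes, Hsp26 with a log2 fold change of 6.75 (standard error 0.82, adjusted p = 8.57e-06) and Hsp23 with 5.13 (standard error 0.75, adjusted p = 5.09e-05). Hsp26 was at the ceiling of the normalization in replicates a and b of 250D, and with no normalization it had 7.18. Hsp67Bc, of the same family, had one of 3.54 (standard error 0.72, adjusted p = 0.00123). Adh rose by 3.26 (standard error 0.47, adjusted p = 4.43e-05). The gut protease gene Jon25Bi rose by 3.11 (standard error 0.46, adjusted p = 5.40e-05), and ninaD by 2.09 (standard error 0.60, adjusted p = 0.0159), so that both gut markers were called (list test: adjusted p = 0.0337 from camera, and adjusted p = 0.366 with an estimated correlation). Pyrroline 5-carboxylate reductase, P5cr, which makes proline, had a log2 fold change of 0.77 (standard error 0.21, adjusted p = 0.0108), under a 2-fold change. The co-chaperone gene Hop had one of 0.69 (standard error 0.73, adjusted p = 0.510) and did not pass limma's test. These are values of the brightest probes. In the authors' table the paper's fold changes of P5cr and Hop each lay within 5% of a probe of the gene. Within the slides Hsp26 had 7.81, 7.04 and 5.41, Jon25Bi 4.19, 1.91 and 3.22, and P5cr 1.00, 0.54 and 0.78.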

Genes showing the highest upregulation in 250-day-old vitellogenic females, when compared to 220-day-old pre-vitellogenic females, included *Pyrroline 5-carboxylate reductase* (*P5cr*: FC 315.7), involved in proline biosynthesis, and three heat shock genes (*Hsp26*, *Hsp70/Hsp90 organizing protein homolog (Hop*) and *Hsp23*), and *Jon25Bi*.

### Environmental conditions experienced during early adulthood affect gene expression levels later in life

Salminen and Hoikkala^37^ have shown that the sensitive period of the onset of reproductive diapause in *D. montana* is after eclosion, and its length is affected by temperature and it is induced by photoperiodic cues. The environmental cues experienced during the early stages of life can potentially cause irreversible changes in development both within and between generations^38^. In here, we have studied the effect of early stage cues on within generation gene expression patterns between diapausing and non-diapausing females.

Comparisons between females that overwintered either in diapause (150D) or with mature ovaries (150ND) enabled us to identify gene expression differences between the females that were of the same age and that had been maintained in the same conditions after the first 10 days of their life (the first 10 days after eclosion were spent either in diapause inducing or diapause inhibiting conditions). Dissection of the ovaries showed that females of the 150D group were in diapause while the females of the 150ND group had not laid their eggs or absorbed the yolk from the eggs during the overwintering period (i.e. they still had fully developed ovaries). 

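In overwintered females (3 arrays each), CG17928 and CG15531, genes of lipid desaturation, were higher in diapause (150D) than with mature ovaries (150ND). Small heat shock genes and some other genes known from the ovary were lower in 150D. The largest increases were in CG17928, at 3.35 (standard error 0.46, adjusted p = 0.000186), LanA, a laminin of the basement membrane, at 2.29 (standard error 0.50, adjusted p = 0.00702), and the desaturase gene CG15531, at 2.07 (standard error 0.46, adjusted p = 0.00702). CG6785 and CG12030, a UDP-galactose epimerase, were higher by 1.97 (standard error 0.45, adjusted p = 0.00836) and 1.52 (standard error 0.26, adjusted p = 0.000891). Mhc was higher by 1.15 (standard error 0.32, adjusted p = 0.0264). The antioxidant enzyme gene Cat had a log2 fold change of 1.53 (standard error 0.57, adjusted p = 0.0984), per of 1.08 (standard error 0.43, adjusted p = 0.122) and Act42A of 0.88 (standard error 0.28, adjusted p = 0.0499), and these did not pass limma's test. ninaD was near background in every 150ND array and at least 2.18-fold higher in 150D (adjusted p = 0.0404). It did not pass without each of the 150ND arrays in turn, nor with the slide as a term (adjusted p = 0.0593). Of the 8 desaturase and cytochrome b5-related genes, 2 were higher, 0 lower and 6 did not pass the test (2 and 0 adjusted over the list alone), which camera did not call (adjusted p = 0.0641). Of the 8 ovarian or maternal genes, 0 were higher, 4 lower and 4 did not pass the test (0 and 4 adjusted over the list alone). Camera called the ovarian genes lower (adjusted p = 0.000620 from camera, and adjusted p = 0.590 with an estimated correlation). Hsp26 had a log2 fold change of -5.16 (standard error 0.82, adjusted p = 0.000594), with 150ND replicates a and b at the ceiling of the normalization, Hsp23 of -4.33 (standard error 0.75, adjusted p = 0.000891), and tws of -1.64 (standard error 0.44, adjusted p = 0.0231). In all 11 genes were higher, 10 lower and 197 not called. All 21 differed the same way within every slide, but they were picked on these same arrays. The arrays of 150D and 150ND were apart without overlap in 20 of them, and in 71 of all 218 genes. With the slide as a term 18 passed, without 150ND replicate c 40 (20 higher and 20 lower), with spike-in scaling 6, with only the arrays of these groups 7 and without 150ND replicate a 9. Without 7ND replicate c, which is no part of this comparison but enters the shared spread, 35 passed, Cat and per among them (adjusted p = 0.00279 and adjusted p = 0.00248).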

Comparison of the gene expression patterns between 150D and 150ND females (Table 1) revealed upregulation in several genes in diapausing females, including *Catalase* (*Cat)*, *Act42A*, *per*, *Mhc*, and *Thor* (Fig. 4), suggesting that these gene have an important role in overwintering diapausing females.

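CG17928, CG12030 and ninaD were higher in diapausing females both at 7 days (7D vs 7ND) and at 150 days (150D vs 150ND). These 3 shared genes, of 52 and 11 higher genes, compare with 2.62 expected by chance (Fisher's exact test, two-sided, p = 0.726, over 218 genes). Without 7ND replicate c the shared genes were 4, CG12030, CG17928, dy and per, where chance gives 2.55 (exact p = 0.292). CG6785, CG15531, LanA, drpr and Hsc70-2 were higher in diapausing females both at 50 and at 150 days, 5 genes where chance gives 1.92 (Fisher's exact test, p = 0.0259). For genes lower in diapause the overlaps were larger. Of the 33 genes lower at 7 days and the 10 lower at 150 days, 9 were shared, where chance gives 1.51 (exact p = 1.33e-07). These were Hsp26, Hsp23, Hsp67Bc, His3.3A, Fmr1, the phosphatase subunit gene tws, the synaptic scaffold gene homer, the RNA-editing enzyme gene Adar and CG4049, and they were lower at 50 days too. Fisher's exact test treats the 218 genes as independent, which they are not, so its p-values may be too small. The part that the share of ovary in the RNA plays in these overlaps was not tested. No gene was called higher at all 3 ages. CG17928 and per were, however, in the authors' table and without 7ND replicate c.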

Interestingly, many of the genes upregulated in the earlier phases of diapause were also upregulated in 150D females when compared to 150ND females, even though these two groups had been maintained in the same conditions for more than 140 days and had been collected from the chamber during the same seasonal time point (overwintering; +4 °C and constant darkness). 

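Among non-diapausing females, the gene means of 50ND and 150ND had a correlation across genes of r = 0.962 (218 genes, which are not independent replicates). Those of 150ND and 150D had one of 0.963, and every pair of groups at least 0.874. The median absolute log2 difference was smaller between 50ND and 150ND (0.369) than between 150ND and 150D (0.454). These values include 150ND replicate c, which lay toward 150D. The 7ND and 50ND means had r = 0.921, and 0.989 without 7ND replicate c. From 50ND to 150ND (3 arrays each) 17 genes rose, 8 fell and 193 were not called in limma's test. This step is one of age and of season, from summer to winter conditions. CG9747 rose by 4.04 (standard error 0.46, adjusted p = 4.08e-06), trpl by 2.93 (standard error 0.42, adjusted p = 9.42e-05) and CG6785 by 2.10 (standard error 0.45, adjusted p = 0.00429). The homeobox gene Dr rose by 3.41 (standard error 0.60, adjusted p = 0.000603). Adh had a log2 fold change of -5.77 (standard error 0.47, adjusted p = 5.20e-08), and the gut marker Jon25Bi of -1.76 (standard error 0.46, adjusted p = 0.0155). The other gut marker, ninaD, was near background in 150ND and at least 5.48-fold lower there (adjusted p = 0.000859). Camera called the gut markers lower (adjusted p = 0.00823 from camera, and adjusted p = 0.0638 with an estimated correlation). With spike-in scaling 3 genes rose and 27 fell. Without 150ND replicate c 17 genes passed, and without 50ND replicate b 13. From 7ND to 50ND 55 genes rose and 22 fell, with no normalization 2 and 81, and without 7ND replicate c Mhc alone passed, with a log2 fold change of -2.08 (adjusted p = 0.0212). In the authors' table 15 genes passed.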

The same trend was also seen in the non-diapausing 150-day-old females, which showed a high resemblance to the younger non-diapausing females (data not shown). These findings show that the switch before sexual maturation to reproductive diapause during the first 10 days of their life leads to the establishment of semi-permanent gene expression profiles that persist throughout adulthood. 

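The difference of diapausing from non-diapausing females at 50 days and that at 150 days had a correlation of r = 0.699 across the 218 genes (Spearman's rho 0.663). CG15531, CG6785, LanA, drpr and Hsc70-2 were higher in diapause at both ages, and Hsp26, Hsp23, Hsp67Bc, tws and homer were among those lower at both. The difference at 7 days had r = 0.502 (rho 0.421) with that at 50 days and 0.455 (rho 0.345) with that at 150 days. With 7ND replicate c left out these were 0.774 (rho 0.732) and 0.699 (rho 0.571), and in the authors' table 0.787 and 0.686. These 3 correlations are across genes, which are not independent replicates, and the effects compared share no array. Some genes differed between ages in a test of the difference itself, in which age cannot be told apart from season. At 50 days diapausing females were in autumn and non-diapausing females in summer conditions, and at 150 days both were in winter conditions. CG9747, Hsr_omega and trpl were higher in diapause at 50 days by more than at 150 days, with differences in log2 fold change of -3.47 (standard error 0.65, adjusted p = 0.00467), -1.37 (standard error 0.31, adjusted p = 0.00997) and -2.64 (standard error 0.60, adjusted p = 0.00997). From the expression of overwintered females that had spent their first days in different conditions, the paper concludes that the switch to diapause early in adult life sets up expression differences that last.

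**Figure D1:**
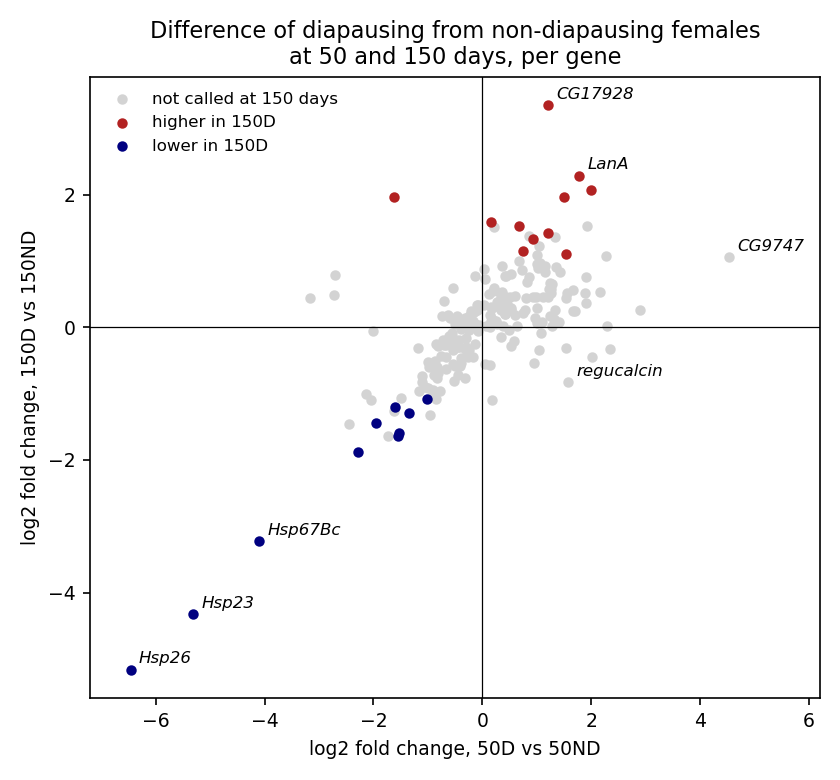
Log2 fold change of each of the 218 genes in 50D vs 50ND (horizontal axis) and in 150D vs 150ND (vertical axis), 3 arrays per group. Red and blue points are genes called higher and lower in 150D, and Hsp26 has -6.46 and -5.16 on the axes.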

The findings also emphasize the importance of the correct timing of diapause and the long lasting effects of the induced developmental pathways later in life (Table 1, Fig. 4).

### Gene expression changes between different phases of diapause

Our study pinpoints various genes whose function is connected to specific phases of diapause, but also those genes that are upregulated throughout the diapause. 

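Averaged over 7, 50 and 150 days, CG9747 and CG17928, genes of lipid desaturation, were the most raised in diapausing females, with mean log2 fold changes of 2.66 (standard error 0.28, adjusted p = 1.03e-06) and 2.39 (standard error 0.28, adjusted p = 3.15e-06). The photoreceptor channel gene trpl had a mean of 2.05 (standard error 0.26, adjusted p = 6.35e-06), and the antioxidant gene Cat of 1.90 (standard error 0.34, adjusted p = 0.000198). CG6785 was higher with 1.39 (standard error 0.27, adjusted p = 0.000450), drpr, a receptor for the engulfment of dying cells, with 1.13 (standard error 0.14, adjusted p = 8.39e-06), Hsc70-2 with 1.14 (standard error 0.17, adjusted p = 4.48e-05) and per with 1.06 (standard error 0.26, adjusted p = 0.00246). Mhc, Eip71CD, a methionine sulfoxide reductase, and Act42A had means of 0.75 (standard error 0.19, adjusted p = 0.00372), 0.78 (standard error 0.22, adjusted p = 0.00703) and 0.49 (standard error 0.17, adjusted p = 0.0184), each under a 2-fold change. Jon25Bi had a mean of -0.94 (standard error 0.28, adjusted p = 0.00823) and Thor, a repressor of translation, of 0.35 (standard error 0.17, adjusted p = 0.0825). Lower genes were led by Hsp26, Hsp23 and Hsp67Bc, with -5.68, -4.49 and -3.27. Of the phototransduction genes 6 were higher, 0 lower and 13 did not pass the test (6 and 0 adjusted over the list alone), and of the 8 desaturases 3 were higher, 0 lower and 5 did not pass the test (3 and 0 adjusted over the list alone). Of the ovarian genes 0 were higher, 4 lower and 4 did not pass the test (0 and 4 adjusted over the list alone), and of the heat shock genes 5 were higher, 4 lower and 17 did not pass the test (5 and 4 adjusted over the list alone). Camera called these lists at an adjusted p of 0.00874, 0.00874, 0.00111 and 0.0213 in that order, and none with an estimated correlation (adjusted p = 0.618 for each). In all 39 genes were higher, 19 lower and 160 not called in limma's test. Without 7ND replicate c 36 were higher and 25 lower, with no normalization 7 and 53, with spike-in scaling 19 and 33, and with the mean of all probes 22 passed.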

From the 219 genes on the microarray, *Act42A*, *Mhc*, *Jon25Bi*, *Thor*, *per*, *CG6785*, *draper (drpr), Ecdysone-induced protein 28/29kD (Eip71CD)* and *Hsc70* (Table 1), stayed upregulated during different phases of diapause (Fig. 4).

Actin and myosin proteins are involved in the structural constituent of cytoskeleton and may be involved in the modification of the insects’ cytoskeleton during early adulthood rather than in diapause regulation per se. However, actin has been found to be highly abundant during the early diapause in *Nasonia vitripennis* larvae^39^ and *Culex pipiens* adults^40^. In our study, both *Act42A* and *Mhc* genes were upregulated in young females (7D) during the onset stage of diapause, as well as in overwintering diapausing females (150D), when compared to non-diapausing overwintering females (150ND). 

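At 7 days, Mhc had a log2 fold change of 0.34 (standard error 0.36, adjusted p = 0.423) in 7D over 7ND and did not pass limma's test. Without 7ND replicate c it had 0.69. Mhc and Act42A were called higher in 7D with 75th-percentile scaling, and neither was with no normalization between arrays. At 50 days it had 0.75 (standard error 0.32, adjusted p = 0.0811) and Act42A had 0.03 (standard error 0.28, adjusted p = 0.910) in 50D over 50ND (3 arrays each). From 7ND to 50ND both genes fell, with log2 fold changes of -2.45 (standard error 0.36, adjusted p = 0.000465) for Mhc and -1.31 (standard error 0.31, adjusted p = 0.0234) for Act42A, and without 7ND replicate c Act42A no longer did (-1.09, adjusted p = 0.414). At 150 days the difference in Act42A was 1.48, 0.89 and 0.26 within the slides, and in Mhc it was 0.97, 0.94 and 1.54.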

*Jon25Bi* also known as *Serine protease 4*, has a serine-type endopeptidase activity. Upregulation of *Jonah*-genes has been detected in *D. melanogaster* immediately after diapause, during egg development, and the gene has been suggested to play a role in post-diapause regulation of digestive activity^41^, as well as in the signal-transduction activating Toll-pathway in immune response^42^. 

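The gut protease gene Jon25Bi was lower in diapausing than in non-diapausing females at 50 days, at 3 arrays each, with a log2 fold change of -2.71 (standard error 0.46, adjusted p = 0.000318). At 7 days it was -0.90 (standard error 0.51, adjusted p = 0.147) and at 150 days 0.79 (standard error 0.46, adjusted p = 0.317), and neither passed limma's test. Within diapause it rose from 50D to 150D, by 1.73 (standard error 0.46, adjusted p = 0.0228). From 150D to 220D it had a log2 fold change of -1.10 (standard error 0.46, adjusted p = 0.167), and -1.88, 0.53 and -1.94 within the slides. The effect of diapause on it differed between 150 and 50 days, by 3.50 (standard error 0.65, adjusted p = 0.00467).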

In our study, *Jon25Bi* was upregulated throughout the onset, maintenance and termination periods of diapause (Table 1). 

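Thor, the repressor of translation that insulin signalling holds back, rose through diapause until winter and fell in spring (3 arrays per group). Its log2 fold change was 1.17 (standard error 0.28, adjusted p = 0.00363) from 7D to 50D and 1.27 (standard error 0.28, adjusted p = 0.00702) from 50D to 150D. From 150D to 220D it was -1.52 (standard error 0.28, adjusted p = 0.00198). None of these steps passed with 75th-percentile scaling, at 0.71, 0.93 and -1.71 (adjusted p = 0.309, adjusted p = 0.351 and adjusted p = 0.0561). The second step also did not pass with no normalization (0.62), spike-in scaling (0.17) or the mean of all probes (1.15), the first with the mean of all probes (0.68), and the third with spike-in scaling (-1.84, adjusted p = 0.0533). Diapausing and non-diapausing females did not differ by limma's test at 7 days, with -0.64 (standard error 0.31, adjusted p = 0.0958), or at 50 days, with 0.68 (standard error 0.28, adjusted p = 0.0675). Of the 13 genes of the insulin pathway and stress kinases, Thor was the only one called in each of these steps within diapause, and the list had a camera adjusted p of 0.111, 0.494 and 0.270 in them.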

*Thor* (synonyms: *elF4E binding protein*, d*4E-BP*), on the other hand, was upregulated during the maintenance (50D) and overwintering (150D) stages of diapause. In *Drosophila*, *Thor* is regulated at the transcriptional level by a forkhead transcription factor Foxo^43^,^44^, which is a downstream signaling component of the insulin/IGF1 pathway^45^. Shutdown of the insulin-signaling pathway, leading to Foxo activation, has been suggested to play a role in the induction of reproductive diapause in *Culex pipiens*^46^. The peak in the expression level of *Thor* in diapausing *D. montana* females during the maintenance and overwintering period may thus be a reflection of increased activity of Foxo. *Thor* transcription has also been connected to starvation and oxidative stress in *Drosophila*^47^,^48^ and we have found it to be upregulated during cold acclimation in non-diapausing *D. montana* females^24^. The circadian clock gene *period* (*per*) has been found to show dramatic changes in its expression level in the presence or absence of a thermoperiod and/or photoperiod^49^,^50^. Interestingly, *per* was upregulated throughout the life-cycle of diapausing *D. montana* females including the overwintering period (150D females in constant temperature and darkness). 

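The clock gene per was higher in diapausing females at 50 days, with a log2 fold change of 2.27 (standard error 0.43, adjusted p = 0.000799) in 50D over 50ND (3 arrays each), and fell when diapause ended, with -2.60 (standard error 0.43, adjusted p = 0.000174) in 250D over 220D. Within diapause it had 0.24 (standard error 0.43, adjusted p = 0.845) from 50D to 150D and 0.05 (standard error 0.43, adjusted p = 0.966) from 150D to 220D. In 150D over 150ND it was 0.86, 1.20 and 1.18 within the slides. Of the 14 clock genes, 2 were higher, 1 lower and 11 did not pass the test (5 and 2 adjusted over the list alone) at 50 days (camera adjusted p = 0.828), and 2 rose, 2 fell and 10 did not pass the test (2 and 2 adjusted over the list alone) from 220D to 250D (camera adjusted p = 0.811). The median clock gene in 250D over 220D, -0.20, turned to 0.085 with no normalization between arrays and to 0.04 with spike-in scaling.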

Ikeno *et al.*^51^ have detected the involvement of *per* in diapause induction also in bean bug, *Riptortus pedestris*, where silencing of *per* through RNAi caused the bugs to avert diapause even when they were raised in a diapause-inducing photoperiod.

### Consistency of gene expression patterns between different *D. montana* strains and sister species

Gene expression patterns of *His3.3A*, *regucalcin*, *cpo* and *Thor* genes were investigated with a qPCR method using 150-day-old diapausing and non-diapausing *D. montana* females from the strain that was used in the microarray assay and two additional strains. In addition, the expression of the same genes was observed from three strains of *D. littoralis* and *D. ezoana* (Fig. 5, Table 3 in supplementary material). For these studies one upregulated (*Thor*) and one downregulated (*His3.3A*) gene (in 150-day-old diapausing flies) were selected, as well as two genes (*cpo* and *regucalcin*) that did not show significant differences between diapausing and non-diapausing females in the microarray study, but have been connected to diapause in our previous studies in *D. montana*^26^,^32^,^33^.

qPCR results showed similar up- and downregulation as observed in the microarray assay for all the genes studied, and species comparisons indicated a consistency in gene expression between them; the only exception was *cpo*, which showed opposite patterns of gene expression in *D. montana* and *D. ezoana,* compared to one *D. littoralis* strain (Fig. 5). The highest overall expression values were observed in *His3.3A,* with significant downregulation in diapausing females in all three species, confirming the observation in the *D. montana* microarray study. 

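On the microarray His3.3A, a variant of histone H3 made outside of DNA replication, was lower in 150D than in 150ND females (3 arrays each), with a log2 fold change of -1.29 (standard error 0.37, adjusted p = 0.0306). It was -0.59, -1.73 and -1.55 within the slides, the first of which held 150ND replicate c. At 7 days it had a log2 fold change of -1.35 (standard error 0.42, adjusted p = 0.0150), which turned to 0.32 with 75th-percentile scaling.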

Histone genes have been found to be downregulated during diapause also in *N. vitripennis*^39^ and *Caenorhabditis elegans*^52^ and the expression of these genes is known to be connected with DNA replication and protein translation^53^. 

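The microarray gave Thor a log2 fold change of 1.00 (standard error 0.28, adjusted p = 0.0264) in 150D over 150ND (3 arrays each), which limma's test did not call because it fell just short of a 2-fold change. Within the slides it was 0.71, 0.77 and 1.52. Without 150ND replicate c it was 1.27 (adjusted p = 0.00336) and passed.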

Among the other three genes, *Thor* was significantly upregulated in diapausing *D. montana* females in the microarray assay, while in the qPCR analysis the expression changes reached significant levels in only one *D. montana* strain and in one of the two *D. ezoana* and *D. littoralis* strains (Fig. 5). In the microarray assay, the variance in the expression of *regucalcin* gene between the three biological replicates of the 150ND females was so large that it is hard to say whether the gene was up- or downregulated in comparison to 150D females. 

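Regucalcin, a calcium-binding protein, had a log2 fold change of -0.82 (standard error 0.39, adjusted p = 0.192) in 150D over 150ND (3 arrays each) in limma's test. It was -2.29 within the slide of 150ND replicate c, and -0.01 and -0.16 within the others. From 50D to 150D it fell, with -1.94 (standard error 0.39, adjusted p = 0.00402), and at 50 days it was higher in diapausing females, with 1.58 (standard error 0.39, adjusted p = 0.00598). The effect of diapause on it differed between 150 and 50 days, by -2.40 (standard error 0.55, adjusted p = 0.00997).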

In the qPCR study, however, *regucalcin* was significantly downregulated in 150D females in all the three species. Finally, *cpo* showed a slight, but non-significant upregulation in 150D females in the microarray assay, while in qPCR a significant upregulation was evident in all the *D. montana* strains and in one *D. ezoana* strain, and surprisingly a significant downregulation in one *D. littoralis* strain.

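On the microarray cpo had a log2 fold change of 0.66 (standard error 0.26, adjusted p = 0.122) in 150D over 150ND (3 arrays each) and did not pass limma's test. It was 0.14, 1.11 and 0.72 within the slides. At 50 days cpo was higher in diapausing females, with 1.27 (standard error 0.26, adjusted p = 0.00174).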

## Conclusions

Gene expression and phenotypic changes induced by photoperiodic and/or temperature cues play an important role in adaptation to seasonally varying environments and are a widespread phenomenon among temperate species. However, modulation of gene expression, which is one of the main mechanisms leading to plasticity in life-history traits, has only seldom been studied in conditions resembling those in the wild. We determined the onset of reproductive diapause in three northern sympatric *D. virilis* group species, showing that the seasonal time window for entering to diapause is almost identical between these sympatric species, indicating strong adaptation in the timing of reproductive diapause. When the gene expression kinetics was studied between the different phases of diapause in *D. montana*, the elevated role of the phototransduction genes in the onset phase indicated the important role of the photoperiodic cues on the correct responses at the physiological level. Most importantly, we also show that some of the studied genes whose upregulation was induced at the onset phase of diapause, were upregulated throughout the lifespan of the females when compared to non-diapausing females experiencing the same environmental conditions. These findings highlight the importance of entering reproductive diapause at a correct seasonal time and its long lasting effects on the flies’ life-history traits, and enable us to plan and carry out new studies on flies’ diapause and cold tolerance e.g. on the whole transcriptome level.

## Materials and methods

### Study species and strains

The study was performed using adult females from three isofemale lines of *Drosophila montana* (3OL8, 26OL8 and 175OJ8), *D. littoralis* (202OJ8, 218OJ8 and 280OJ8) and *D. ezoana* (67OJ8, 124OJ8 and 143OJ8). The microarray experiment was performed using *D. montana* strain 175OJ8, while the phenotypic studies (switch to diapause and changes in cold tolerance) and qPCR were performed with the females of all nine strains. The strains were established from the progenies of females collected from Oulanka (Finland; 66 °N and 29 °E) in summer 2008 and maintained in the laboratory under diapause-preventing conditions (continuous light, 19 ± 1 °C, 65% humidity) since their establishment. Experiments were started within one year of the strains’ establishment.

### Mimicking environmental conditions in a climate chamber

*D. montana*, *D. littoralis* and *D. ezoana* females were collected from the maintenance stock bottles within one day of eclosion and transferred into the climate chamber (Sanyo MLR-351H, Sanyo, CA, USA), which had been programmed to mimic daily and seasonal changes in day length and temperature from early summer to late spring at the flies’ home site in northern Finland. Transferring young females into the chamber in early and late summer conditions enabled us to obtain both non-diapausing and diapausing females, which were then reared in the chamber for up to 9 months (Fig. 1). Humidity was kept at 60% throughout the artificial year, except during the winter period when it was decreased to 30%. Daily cycles in photoperiod and temperature were changed weekly at the same pace as these changes occur in nature; the only exception was the overwintering period during which the flies were maintained in constant darkness and at +4 °C for four months. This period was kept shorter and milder than the winter in the wild, which enabled us to keep both diapausing (D) and non-diapausing (ND) females alive over the winter period. (Fig. 1).

### Seasonal timing of reproductive diapause

The day length at which *D. montana*, *D. littoralis* and *D. ezoana* females enter reproductive diapause was traced by transferring freshly emerged females of three isofemale strains (50–80 females per strain) per species into the chamber during six time points representing the conditions between 11th of July (LD 22:2) and 23^rd^ of August (LD 16:8) in the wild. The ovarian developmental stage of the females was checked 21 days after the females had been transferred to the chamber (Fig. 1), using a protocol described in Tyukmaeva *et al.*^14^.

### Cold tolerance of overwintered *D. montana*, *D. littoralis* and *D. ezoana* females

The effects of overwintering on the cold tolerance of 250-day-old female flies that had spent the winter either in diapause (250D) or with mature ovaries (250ND), was estimated by measuring their chill coma recovery times (CCRT)^54^. Samples of 250ND females for these experiments were obtained by maintaining a group of freshly emerged females from each strain for ten days after their eclosion in constant light and at 19 °C to induce ovarian development, and transferring them into the chamber in early September conditions (3^rd^ of September). Samples of 250D females were obtained by transferring a set of females that had emerged on the same day as the above-mentioned ND females and transferring them immediately into the chamber (23^rd^ of August) in diapause inducing conditions (Fig. 1). The cold tolerance of overwintered ND and D females was determined with the CCRT test at the age of 250 days. At this stage, the termination period of the diapause of 250D females was over, and the females from both groups had mature ovaries.

CCRTs of the females was measured by keeping them at −6 °C for 16 hours^24^, and placing them after this on dishes with individual compartments for each fly at 21 ± 1 °C. CCRT was measured as the time (to the nearest second) it took for the females to recover from chill coma (stand up), i.e. to regain the lost membrane potential after a cold shock. The tests were performed on four subsequent days, using 15–20 females per strain per overwintering type (*D. montana* 175OJ8 and *D. littoralis* 219OJ8 strain had a slightly smaller sample size of the non-diapausing flies). The CCRTs were log-transformed to obtain equal variances. The effect of the overwintering state (diapausing or non-diapausing) on the CCRT was analysed using Analysis Of Variance (ANOVA) with CCRT as the dependent variable, and overwintering type, species and strain (nested within species) as factors. Replicate was included in the analysis as a random factor. Tukey’s HSD post-hoc test was applied to pair-wise comparisons between the species and ANOVA to compare the effect of overwintering state on recovery times separately in each species. Analyses were performed using IBM SPSS Statistics software 20.

### Collecting samples for studies on seasonal gene expression kinetics

Seasonal changes in females’ gene expression kinetics were traced using a custom-made microarray on ND and D females of *D. montana* strain 175OJ8 using three biological replicates. The conditions for rearing and sampling the females for these studies are shown in Fig. 1.

The females that had been transferred into the chamber in light and temperature conditions resembling those of 11^th^ of July at the collection site in Oulanka, Finland (long day conditions) started to develop ovaries, and samples of these females were collected from the chamber 7 (7ND sample) or 50 (50ND sample) days later. These samples represented non-diapausing individuals at an early and full stage of vitellogenesis, respectively.

Diapause-destined females, which had been transferred into the chamber on the 23^rd^ of August (short day conditions) were collected from the chamber during several time points (Fig. 1). The initial sample of females consisted of 7-day-old females that were at the initiation phase of diapause (7D). The second and third samples consisted of females that were at the maintenance phase of the diapause; the second sample consisted of 50-day-old diapausing females (50D) and the third sample of 150-day-old overwintering diapausing females (150D). These samples offered a possibility to trace changes in gene expression between different stages of diapause.

Differences in the gene expression levels between overwintering non-diapausing and diapausing females were studied using 150-day-old D and ND females that had been collected from the chamber during the winter conditions. These females had experienced the same environmental conditions since the early September (photoperiod 15:9 LD). The last two samples consisted of overwintered females that were at the termination phase of reproductive diapause. Sample 220D was collected 10 days, and sample 250D 30 days after the end of the winter period, and they consisted of 220-day-old females with pre-vitellogenic ovaries, and 250-day-old females with mature ovaries, respectively.

### Microarray analysis on *D. montana*

Flies were collected from the environmental chambers and immediately snap frozen with liquid nitrogen and kept at −84 °C until needed. Before the RNA extractions the flies were submerged into a pre-cooled (2 hours at −84 °C) RNAlaterICE solution (Applied Biosystems), kept overnight (∼16 hours) at −20 °C and dissected to check their ovarian development status (D vs. ND). Total RNA was extracted from two pooled females with Ambion RNAqueous 96 well total RNA Isolation Kit with DNase treatment (Qiagen) and purified with MinElute kit (Qiagen). The concentration and purity of RNA was measured with NanoDrop (NanoDrop Technologies, Wilmington, DE, USA) and the integrity with Bioanalyzer (Agilent). Microarray sample preparation prior to hybridization to the array was carried out as described in Kankare *et al.*^26^.

Seasonal changes in the expression levels of 219 genes were traced in *D. montana* females from the strain 175OJ8 using a custom designed DNA microarray constructed for this species^24^,^27^; complete list of genes on the array is presented in Supplementary Table 4). Microarray data was analyzed using R (R Foundation for Statistical Computing) and Bioconductor software^55^. The data were quantile normalized and the statistical analyses were carried out using Bioconductor’s Limma package and specific fold change (FC) and p-value cutoffs were applied for each comparison (minimum values of FC = 2, FDR = 0.05).

### qPCR studies: validation of the microarray results and checking the consistency of the gene expression patterns among the species

To validate the microarray results on *D. montana* strain 175OJ8, and to find out how they apply to the other study species and strains, we performed quantitative real time PCR (qPCR) with a sub set of genes for 150-day-old diapausing and non-diapausing for *D montana* (two additional strains), *D. littoralis* (three strains) and *D. ezoana* (three strains) females. For each strain we used five biological replicates and three technical replicates.

RNA for qPCR was extracted using flies that had been collected from the climate chamber at the same time as the microarray samples. Total RNA was extracted from two females per sample using a modified Tri-reagent (Ambion) protocol followed by a clean-up (RNeasy mini kit, Qiagen) and a DNAse (Qiagen) treatment. The purity and the integrity of RNA were measured as described above. cDNA was generated from the RNA with iScript Reverse Transcription Supermix (Bio-Rad Laboratories), following the manufacturer’s protocol and using RNA samples diluted to equal concentrations of 30 ng/μl.

The study genes chosen for qPCR analyses were *Histone3.3A* (*His3.3A*), *regucalcin*, *couch potato* (*cpo*) and *Thor. foraging* (*for*), *no receptor potential A* (*norpA*) and *Ribosomal protein L11* (*RpL11*) were selected as control genes as they showed least differences in their expression levels when comparing all the samples in the microarray data (including expression patterns of both diapausing and non-diapausing females).. Primers for the control- and experimental genes were designed using *D. montana* cDNA sequences^26^, and the NetPrimer program (http://www.premierbiosoft.com/netprimer/). Amplification efficiency was checked for each strain separately, using 2-fold serial dilutions of pooled cDNA (Supplementary Table 2). For qPCR analyses, 20 μl reactions were used containing 10 μl of 2x Power SYBR Green PCR Master Mix (Bio-Rad Laboratories), 0.3 μM of each gene-specific primer and 1 μl of cDNA solution. Cycling conditions in Bio-Rad CFX96 instrument were: 3 min. 95 °C, 10 s. 95 °C, 10 s. 55 °C and 30 s. 72 °C (40x), followed by melting curve analysis (65 °C–95 °C) for amplification specificity checking. Gene expression values for all comparisons were calculated with normalized expression method (∆∆(Ct)) using CFX96 Manager Software 2.0 (Bio-Rad Laboratories) with real efficiency values. Statistical significance of the results was computed with REST 2009 program (http://www.gene-quantification.de/rest-2009.html) using 10000 iterations and bootstrapping method.

## Additional Information

**How to cite this article**: Salminen, T. S. *et al.* Seasonal gene expression kinetics between diapause phases in *Drosophila virilis* group species and overwintering differences between diapausing and non-diapausing females. *Sci. Rep.* **5**, 11197; doi: 10.1038/srep11197 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
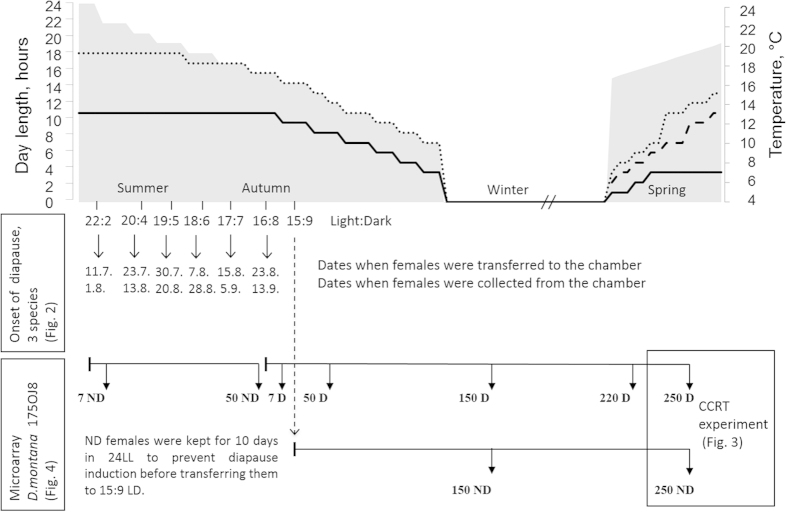
Light:dark cycles and temperature conditions in the environmental chamber and sample collection points. The grey area (scale on left Y-axis) shows seasonal changes in the day length and the lines (scale on the right Y-axis) respective changes in temperature during the day (dashed line), dawn/dusk in spring (thicker dashed line) and the night (solid line). The light:dark cycles and the dates indicate when the females were transferred into the chamber and when the different age ND (non-diapause) and D (diapause) females were collected. In addition to the microarray strain (175OJ8, *D. montana*), two additional *D. montana* strains and three *D. littoralis* and *D. ezoana* strains were collected for detecting the onset of reproductive diapause, and for qPCR (samples 150D and 150 ND) and CCRT experiments (samples 250D and 250ND).

**Figure 2:**
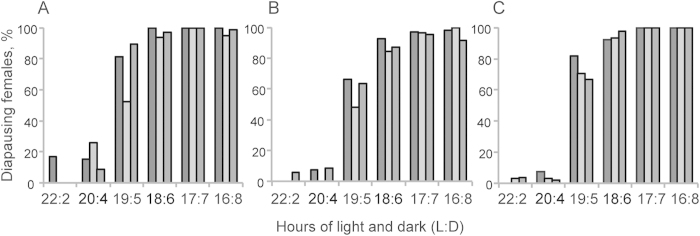
Onset of reproductive diapause. Seasonal switch to reproductive diapause in A) *D. montana* (strains 3OL8, 26OL8 and 175OJ8), B) *D. littoralis* (strains 202OJ8, 219J8 and 280OJ8) and C) *D. ezoana* (strains 67OJ8, 124OJ8 and 143OJ8) females (order of the strains as listed here). The proportion of diapausing females increased sharply in all three species in photoperiods shorter than 20:4LD. The critical day length (CDL), where the proportion of the females entering to reproductive diapause exceeded 50%, was 19:5LD in all species and strains.

**Figure 3:**
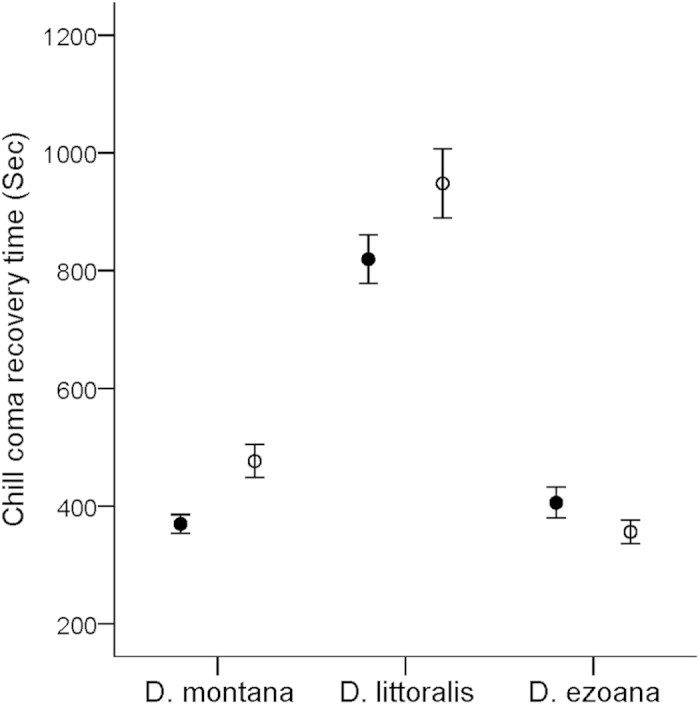
Chill coma recovery times of overwintered females. Chill coma recovery times (CCRT; seconds ± SE) of 250-day-old *D. montana*, *D. littoralis* and *D. ezoana* females that had overwintered in the climate chamber in reproductive diapause (filled circles) or in non-diapausing state (open circles). At the time of testing diapause was terminated and all females had fully developed ovaries.

**Figure 4:**
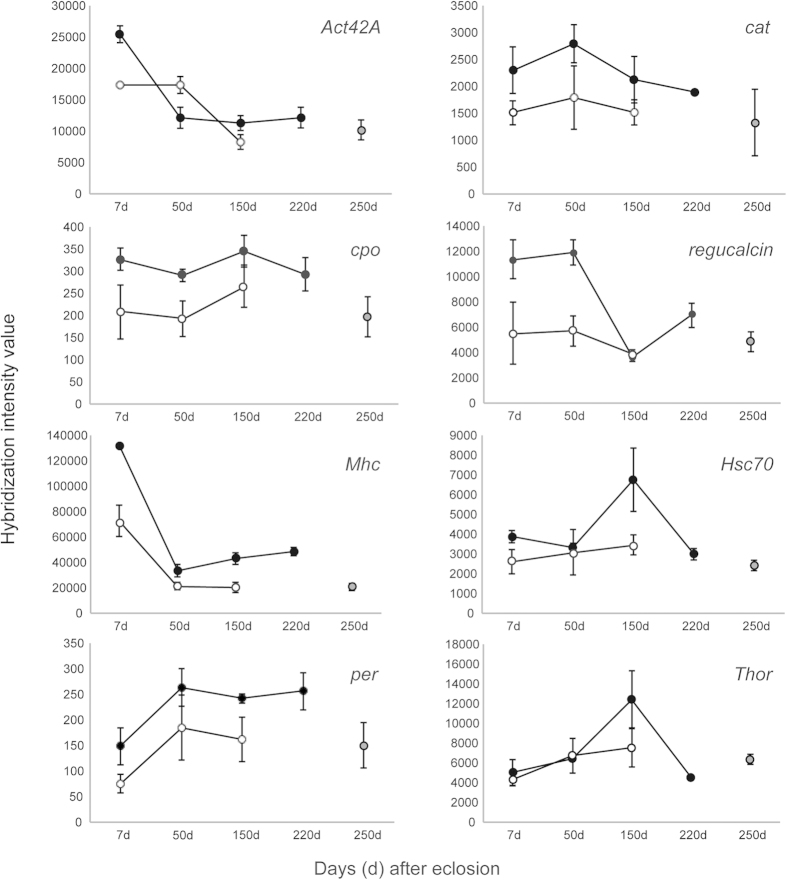
Seasonal gene expression kinetics. Seasonal gene expression kinetics is shown as means and standard error of means (SEM) of the hybridization intensity values among the microarray probes with the highest intensities for a given gene. Diapausing females are marked with filled circles, non-diapausing females with open circles, and the 250-day-old females that had overwintered in reproductive diapause, but had already terminated reproductive diapause and developed ovaries, are marked separately with gray.

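Mean log2 intensity of Hsp26 was 10.90 (SD 0.30, n = 3) in 50D and 17.36 in every array of the 50ND females (n = 3), the highest value that the quantile normalization leaves.

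**Figure D2:**
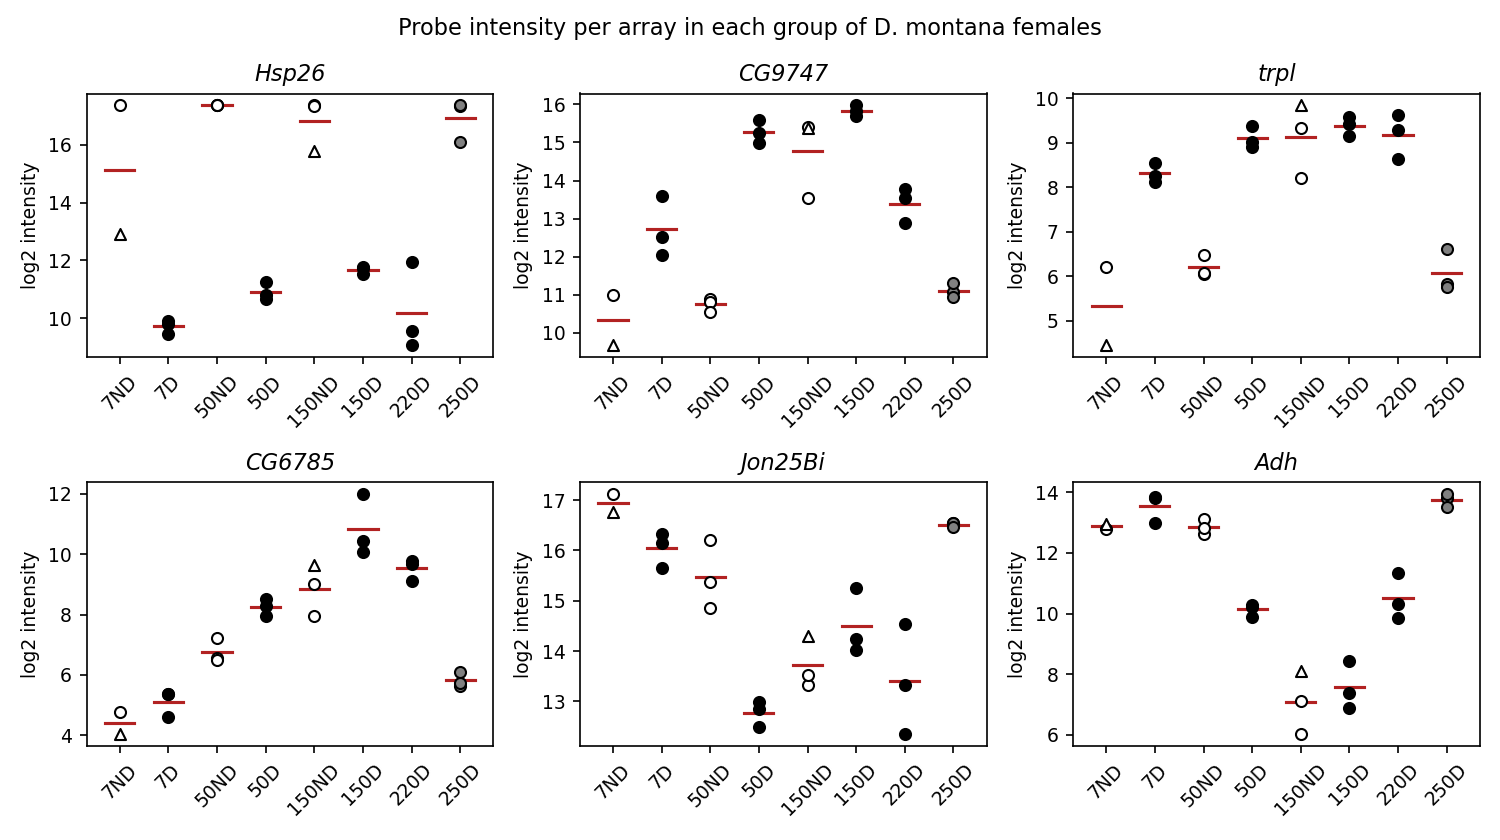
Log2 intensity per array, after quantile normalization, of Hsp26, CG9747, trpl, CG6785, Jon25Bi and Adh in the 8 groups. Filled circles are diapausing females, open circles non-diapausing females and grey circles 250D females, triangles mark 7ND replicate c and 150ND replicate c, and red bars are group means.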

**Figure 5:**
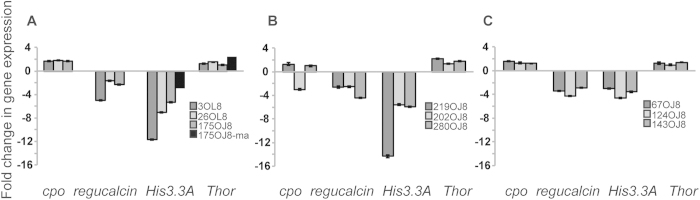
Gene expression levels between the three studied Drosophila species. Microarray results were validated from the *D. montana* strain 175OJ8 with qPCR. Beside the validation, expression levels of four candidate genes were compared between 150-day-old diapausing and non-diapausing females in two additional *D. montana* (**A**), three *D. littoralis* (**B**) and three *D. ezoana* (**C**) isofemale strains. Fold change differences of the *Histone 3.3A* and *Thor* genes in *D. montana* strain 175OJ8 used in the microarray study are shown in *D. montana* figure. The two other genes, *cpo* and *regucalcin*, did not show significant expression changes in the microarray study. Significance levels together with fold change values are given in the supplementary table 2 for all the comparisons.

**Table 1:** Gene expression fold changes between different diapause phases and seasons.

***Gene symbol***	**Initiation 7D / 7ND**	**Initiation 7D / 50D**	**Maintenance 50D / 7D**	**Overwintering 150D / 50D**	**Overwintering 150D / 150ND**	**Termination 1 220D / 150D**	**Termination 2 250D / 220D**	**Molecular function/biological process/protein function**
*Act42A*	2.5^**^	6.4^***^	—	—	2.5^**^	—	—	structural constituent of cytoskeleton
*Arr1*	—	—	—	—	3.1^**^	—	—	opsin binding, photoreceptor cell maintenance
*Cat*	—	—	—	—	2.9^**^	—	—	catalase activity
*CG6785*	—	—	9.4^***^	6.1^***^	4.0^**^	—	—	stearoyl-CoA 9-desaturase activity
*CG8630*	—	—	—	—	3.6^**^	—	—	voltage-gated potassium channel activity
*CG15531*	—	—	—	—	9.3^*^	—	—	response to heat
*CG17928*	—	—	—	—	10.8^***^	—	—	stearoyl-CoA 9-desaturase activity
*Droj2*	—	—	—	3.2^***^	3.2^***^	—	—	Wnt-protein binding, signal transduction
*drpr*	—	—	2.2^**^	—	2.2^**^	—	2.7^***^	locomotor
*dy*	—	—	—	2.1^*^	2.6^**^	—	—	imaginal disc-derived wing morphogenesis
*Eip71CD*	—	4.2^***^	—	—	2.9^*^	—	3.3^***^	determination of adult lifespan
*fru*	—	—	—	3.0^***^	2.2^**^	—	—	multi-organism reproductive process, mating
*Gale*	2.8^**^	2.5^***^	—	—	2.9^***^	—	—	UDP-glucose 4-epimerase activity
*Hsc70*	—	—	3.4^***^	3.3^***^	2.9^***^	13.0^**^	—	heat shock chaperonin-binding
*ken*	—	—	—	—	2.5^***^	—	—	female analia development
*LanA*	—	—	2.4^***^	—	5.0^***^	—	—	immune response; growth; locomotory behavior
*Mhc*	—	3.9^***^	—	—	2.2^**^	—	—	actin-dependent ATPase activity
*ninaD*	—	28.4^***^	—	—	3.1^*^	—	—	scavenger receptor activity, phototransduction
*per*	2.1^**^	—	2.7^***^	2.1^*^	2.2^*^	—	—	phosphoglycerate mutase activity
*so*	—	—	—	—	2.0^**^	—	—	chaperone binding, protein lipidation
*Thor*	—	—	2.3^**^	2.5^**^	2.4^**^	—	—	immune response, determination of adult lifespan
*vri*	—	—	—	4.0^***^	2.1^*^	—	—	circadian rhythm

List of genes that showed significant expression changes with Fold Change (FC) ≥ 2, when the 150-day-old diapausing and non-diapausing females were compared. Table also shows the other diapause phases, where the same genes were upregulated. Molecular function and/or biological process and /or protein function are according to the Flybase version 3_2013. Significance levels: ^*^P < 0.05 ^**^P < 0.01 ^***^P < 0.001.

# Supplementary material for: Seasonal gene expression kinetics between diapause phases in Drosophila virilis group species and overwintering differences between diapausing and non-diapausing females
**Source:** Sci Rep. 2015 Jun 11;5:11197. doi: 10.1038/srep11197
**Supplement:** Supplementary Information

**Supplementary information**

**Seasonal gene expression kinetics between diapause phases in *Drosophila virilis* group species and overwintering differences between diapausing and non-diapausing females**

Tiina S. Salminen1,2, Laura Vesala1,2, Asta Laiho3, Mikko Merisalo1, Anneli Hoikkala1 and Maaria Kankare1

**Supplementary table 1.** List of genes that showed significant expression changes with Fold Change (FCs) ≥ 2 during the initiation phase of diapause (7D vs. 7ND and 7D vs. 50D), maintenance phase (50D vs. 7D), during overwintering period (150D vs. 50D, and 150D vs. 150ND), early termination phase (220D vs. 150D) and later termination phase (250D vs. 220D). Molecular function and/or biological process and /or protein function are taken from the Flybase version 3_2013.

Significance levels: * P < 0,05 ** P < 0,01 *** P < 0,001

**Supplementary Table 2.** Genes and primers used in the qPCR analysis. Experimental genes are marked with “e” and control genes with “c”. Efficiency values (E%) and correlation coefficient values (R2) are given for all the species.

Gene F/R primer sequence (5’ – 3’) *D. montana D. ezoana D. littoralis*

E% R2 E% R2 E% R2

*His3.3A* (e) GGCACCCCGCAAACAATT 99.1 0.999 91.9 0.997 96.3 0.999

GACTTCTGGTAACGACGAAT

*regucalcin* (e) ATTGTCAACTGGGACGGTGT 94.7 0.999 100.4 0.999 88.2 0.999

CTCTTGACCACCGACACATT

*cpo* (e) GCATCGGCTGCTCCATTA 96.7 0.991 107.0 0.992 93.2 0.980

TTATGGCATCATCCGCTA

*Thor* (e) GGCACCAAGGTGATCTATGAA 95.0 0.985 94.0 0.997 91.9 0.996

TGCTCCTGTTCCTCGATTTT

*for* (c) GCTTGAGGAGACGCACTATCA 86.2 0.999 94.0 0.998 90.1 0.995

TCACGCCTTCGGGAGACTCAC

*NorpA* (c) GGAGACCAAAGAGAATGA 91.4 0.992 105.8 0.982 104.0 0.973

AATCACGAATGTCGCTCAC

*RpL11* (c) GCAGCCCGTGTTTTCTAAGG 101.4 0.999 95.3 0.991 104.8 0.995

TACTCCCGAACTTTCAAGCCAC

**Supplementary table 3.** qPCR validation of the microarray results comparing the expression level differences of four candidate genes between 150-day-old diapausing and non-diapausing females in three isofemale strain from *D. montana*, *D. ezoana* and *D. littoralis.*

Gene *D. montana D. ezoana D. littoralis*

Strain 26OL8 3OL8 175OJ8 67OJ8 124OJ8 143OJ8 202OJ8 219OJ8 280OJ8

Upregulated genes

*cpo* 1.8*** 1.7* 1.7*** 1.6* 1.3NS 1.2NS 3.0***1) 1.3NS 1.0NS

*Thor* 1.5** 1.2NS 1.0NS 1.2NS#) 1.6NS 1.4 NS 1.4NS 2.2* 1.8**

Downregulated genes

*His 3.3A* 7.1*** 11.7*** 5.3*** 3.0*** 4.6*** 3.6*** 5.6*** 14.3*** 5.9***

*regucalcin* 1.7*** 5.0*** 2.3*** 3.4*** 4.3*** 2.9*** 2.5** 2.6*** 4.4***

1) downregulated.

Statistical significance: NS not significant, *P < 0.05 **P < 0.01 ***P < 0.001

**Supplementary table 4.** List of all the genes in the custom made DNA microarray for *Drosophila montana*.

How the deposited data were processed for this re-analysis (not part of the article)

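RNA was measured in 23 samples of D. montana females, each of 2 pooled flies, on a custom Agilent array hybridized with 1 labelled sample. The groups were 7D, 50D, 150D, 220D and 250D (diapausing, or ended diapause at 250D), and 7ND, 50ND and 150ND (non-diapausing), with 3 arrays each and 2 for 7ND. Conditions were taken from the sample labels. Replicate letters were not taken to pair samples, and 13 of 21 arrays lay closest to an array of their own letter, 5 to one of their own slide.

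The deposited scanner files hold, per spot, intensity after background subtraction and detrending by the Feature Extraction software, on a linear scale and with no normalization between arrays. They also hold the median intensity of the spot and of its local background, not subtracted, and flags of 0 or 1. The deposited table of processed values holds 1 intensity per probe, which the authors quantile-normalized between arrays with limma. Its probes were matched to the scanner files by their sorted names, checked by the correlation of each column with its own array.

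The background-subtracted intensity of the 14800 gene spots was taken to log2 and quantile-normalized. Spots with an outlier flag were left out and the others of a probe averaged, and in 43 cases of a probe on an array where all 8 spots carried the flag all 8 were kept. Each gene was represented by the probe with the highest mean over the 23 arrays, which gave 218 genes. Jon66Cii had no probe, and regucalcin was read from the probes named Dca. Hsp26 stood at or just under 17.36, the highest value that quantile normalization leaves, on 7ND replicate a, the 50ND arrays, 150ND replicates a and b and 250D replicates a and b, so its fold changes in these groups rest on that ceiling. Group means were compared in limma 3.58.1 (R 4.3.3) with lmFit and eBayes over all 23 arrays, and p was adjusted by the Benjamini-Hochberg method over the 218 genes of a comparison. A gene was called at an adjusted p under 0.05 and a fold change of at least 2, and differences between ages at an adjusted p under 0.05 alone. The first 7 comparisons follow the paper's phases of diapause. The others are the mean effect of diapause over 7, 50 and 150 days, the difference of that effect between ages, and non-diapausing females between ages. Age goes with season in these, and at 7 and 50 days diapausing females were in autumn and non-diapausing females in summer conditions. Overlaps of gene sets were tested with Fisher's exact test, two-sided.

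The 15 gene lists were tested with camera, at a preset correlation between genes of 0.01, and adjusted over the lists of a comparison. They are phototransduction, the circadian clock, heat shock proteins and chaperones, ribosomal proteins and translation, fatty acid desaturases, glycolysis and central carbohydrate metabolism, biogenic amines and pigmentation, the insulin pathway and stress kinases, sex determination and courtship, cAMP and learning, and eye and optic lobe development, with markers of neurons, muscle, gut and ovary. The gut list has 2 measured members and the muscle list 3.

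Named genes are those the paper names for a comparison, the 10 called genes with the largest increase and the 10 with the largest decrease whose arrays do not overlap, and up to 4 members of each list with the largest change. The values in the paper's tables had been seen when this rule and the gene lists were written. The tests, the lists, this rule and the alternatives were set before the data were examined, apart from those that the closing section gives as added.

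The alternatives were scaling on the 75th percentile, no normalization between arrays, scaling on 7 spike-in probes, the authors' table, the mean of all probes of a gene, every probe tested on its own, a filter on dim probes, no minimum fold change, the slide or the replicate letter as a block, only the arrays of the groups compared, an estimated correlation in camera, and each array left out in turn. Normexp background correction (offset 50) of the median intensity, and the shared spread without 7ND replicate c in comparisons that do not use it, were added after the data were seen. The mean of all probes and the test of every probe took in forward and reverse-complement probes alike. Whether values turned or weakened under that mean because of the reverse-complement probes was not tested. A probe counted as near background on an array unless more than a share of 0.5 of its spots were well above background.

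The procedure was tested on simulated data, with 40 of 218 genes changed in 20 runs. In arrays laid out as 50D and 7D, 69.5% of changes of 1.5 log2 and 92.2% of 2.5 log2 were recovered, and 3% of calls were false. For 7D and 7ND these were 59.2%, 88% and 3.6%. In data without a change at most 4 genes were called in a run and no run called a list, and a list shifted on purpose was called in 20 of 20 runs. The simulated genes were drawn independently, each with the same spread on every array, and no faulty array was modelled. These runs therefore do not show how the list tests do with correlated genes, or how 7ND replicate c affects the calls. The quantitative PCR measurements were not used here.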

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

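The 4 counts and the differences between ages below were set as comparisons beforehand; the tests that weigh the last pattern were chosen after the result was seen.

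The paper's tables do not list 50D against 50ND, where 61 genes differed (38 higher and 23 lower in 50D, 3 arrays each), and 39 with spike-in scaling (18 and 21). The arrays of 50D and 50ND were apart without overlap in all 61, and in 160 of all 218 genes. The 61 therefore differed the same way within every slide. CG9747 was higher by 4.53 (standard error 0.46, adjusted p = 2.13e-06), and trpl by 2.90 (standard error 0.42, adjusted p = 7.11e-05). Hsp26 had a log2 fold change of -6.46 (standard error 0.82, adjusted p = 1.38e-05), against 50ND arrays at the ceiling of the normalization, and Adh of -2.72 (standard error 0.47, adjusted p = 0.000323). The paper also reports no counts for non-diapausing females between ages or for lower genes. From 7ND to 50ND 77 genes changed, and 33 were lower in 7D than in 7ND and 10 in 150D than in 150ND. The first of these counts was 1 without 7ND replicate c.

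The effect of diapause (diapausing minus non-diapausing) differed between ages by a test of the difference itself. At 7 and 50 days diapausing females were in autumn and non-diapausing females in summer conditions, and at 150 days both were in winter conditions. Diapause, season and age therefore cannot be told apart in these differences. Between 50 and 7 days this was so for 19 genes, with a change of the log2 effect of -3.38 in Adh, -4.02 in CG34366, -1.73 in Gapdh1 and -1.92 in Gapdh2. It was 1.74 in for, 1.52 in Hsc70-4 and 1.21 in Hsr_omega. Between 150 and 7 days 9 genes differed, among them Ork1 (4.41), ken (2.65), Hsc70-4 (1.74), Thor (1.64), Tpi (-1.44) and regucalcin (-3.33). Some of these turned under another setting. With 75th-percentile scaling Hsc70-4 and Hsr_omega had -0.50 and -0.038 between 50 and 7 days, and Hsc70-4 and Thor -0.39 and -0.085 between 150 and 7 days. With the mean of all probes Hsr_omega had -0.49 and CG34366 0.51 between 50 and 7 days. Both counts rest on 7ND: without its replicate c they were 20 and 30, and without replicate a 142 and 132.

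Between 150 and 50 days 9 genes differed. The effect was more positive at 150 days in CG34366 (3.60), Jon25Bi (3.50) and Adh (3.20), and in ninaD, near background in every 150ND array, so that its fitted value of 3.58 is no bound. It was more negative in CG9747 (-3.47), trpl (-2.64), regucalcin (-2.40), for (-1.55) and Hsr_omega (-1.37). Of 100 groupings of the arrays, 3 gave a count as large, the real one included. The highest other was 10, above the real count of 9, so no conclusion on chance is drawn from these groupings.

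The change from 220D to 250D resembled the difference of 50ND from 50D, with r = 0.857 (rho 0.805) across 218 genes that are not independent replicates, and less so that of 150ND from 150D, with r = 0.646 (rho 0.567). The tests below are of the first of these. A difference between slides is argued against by the correlation within each slide, the lowest of which was 0.760, and the normalization by the correlation with no normalization between arrays, 0.842, which scaling each array by 1 factor cannot change. A larger share of ovary as the only change is argued against by the gut markers Jon25Bi and ninaD. The lower of them, ninaD, lay 2.43 above the higher of the muscle and neuron medians. The median standard error of the gut markers' own fold changes was 0.53, and no standard error of this difference was computed. The paper's rise of Jon25Bi in 250D over 220D had been read when the gut list was written. A return of the whole female to the reproductive state at 250 days may explain the resemblance, as a hypothesis found and tested on the same data. Spring conditions and age also differ between these groups and were not tested apart.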

How the results depend on the processing

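The alternatives were planned, apart from normexp on the median intensity and the use of the shared spread without 7ND replicate c, which were added after the data were seen, and normexp on the mean intensity was not run because the files read here hold no such column. Of 230 values of named genes, 83 kept their direction and their side of the threshold under every alternative. Over 4575 values under an alternative, 4048 kept both, 451 were no longer past the threshold, 47 newly passed and 29 turned. Counts of genes that moved by more than 1.5 times are given with the count as reported in parentheses, and the cause was not tested unless stated.

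With 75th-percentile scaling the number of genes was 7 in 150D vs 50D (15) and 34 in 150 against 7 days (9). The number of lists called was 2 in 250D vs 220D (4), 3 in 50ND vs 7ND (1), 1 in 50 against 7 days (2) and 2 in 150 against 7 days (1). The direction turned in 7D vs 7ND for Hsc70-4 0.37, Hsc70-3 0.63 and His3.3A 0.32, 50D vs 7D for RpL40 -0.14, 50 against 7 days for Hsc70-4 -0.50 and Hsr_omega -0.038 and 150 against 7 days for Hsc70-4 -0.39 and Thor -0.085.

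With the correlation between genes estimated the number of lists called was 0 in 7D vs 7ND (5), 0 in 50D vs 50ND (3), 0 in 150D vs 50D (3), 0 in 150D vs 150ND (1), 0 in 220D vs 150D (1), 0 in 250D vs 220D (4), 0 in the mean effect (4), 0 in 50ND vs 7ND (1), 1 in 150ND vs 50ND (2), 0 in 50 against 7 days (2) and 1 in 150 against 50 days (3).

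With every probe tested on its own the number of genes was 206 in 7D vs 7ND (85), 79 in 50D vs 7D (49), 43 in 150D vs 50D (15), 44 in 150D vs 150ND (21), 23 in 220D vs 150D (11), 87 in 250D vs 220D (47), 126 in the mean effect (58), 191 in 50ND vs 7ND (77), 43 in 150ND vs 50ND (25), 77 in 50 against 7 days (19), 85 in 150 against 7 days (9) and 15 in 150 against 50 days (9). These counts include genes called both higher and lower by different probes. There were 55 such genes in 7D vs 7ND and 49 in 50ND vs 7ND, and at most 7 in any other comparison.

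With the mean of all probes the number of genes was 56 in 7D vs 7ND (85), 27 in 50D vs 7D (49), 40 in 50D vs 50ND (61), 8 in 150D vs 50D (15), 22 in the mean effect (58), 24 in 150 against 7 days (9) and 5 in 150 against 50 days (9). The number of lists called was 2 in 7D vs 7ND (5), 3 in 150D vs 150ND (1), 4 in 50ND vs 7ND (1), 1 in 50 against 7 days (2), 2 in 150 against 7 days (1) and 1 in 150 against 50 days (3). The direction turned in 7D vs 7ND for Rh5 -0.29, 50D vs 7D for RpL19 -0.0054 and RpL27A -0.058, 50D vs 50ND for Hsp67Bc 0.17, 150D vs 50D for Hsc70-2 -0.36, 220D vs 150D for Hsc70-2 0.91 and 50 against 7 days for CG34366 0.51 and Hsr_omega -0.49.

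With no normalization between arrays the number of genes was 132 in 7D vs 7ND (85), 111 in 50D vs 7D (49), 7 in 220D vs 150D (11), 12 in 150ND vs 50ND (25), 142 in 50 against 7 days (19) and 114 in 150 against 7 days (9). The direction turned in 7D vs 7ND for cpo -1.31, trpl -0.049, CG17928 -0.066, Rh5 -0.20, Rh6 -0.17, inaC -0.46, inaD -0.42, sisA -0.58, CG6785 -2.38 and drpr -1.36.

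With no minimum fold change the number of genes was 123 in the mean effect (58).

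With normexp on the median intensity, added after the data were seen, the number of genes was 30 in the mean effect (58) and 20 in 150 against 7 days (9).

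With only the arrays of the groups compared the number of genes was 0 in 7D vs 7ND (85), 7 in 150D vs 150ND (21), 0 in 50ND vs 7ND (77), 7 in 50 against 7 days (19), 0 in 150 against 7 days (9) and 22 in 150 against 50 days (9). At an unadjusted p under 0.05 limma gave 49, 12 and 27 genes in the comparisons with 0, in that order.

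In the authors' table the number of genes was 53 in 7D vs 7ND (85), 34 in 150D vs 150ND (21), 17 in 220D vs 150D (11), 15 in 50ND vs 7ND (77), 14 in 150 against 7 days (9) and 18 in 150 against 50 days (9). The direction turned in 7D vs 7ND for per 1.05.

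With spike-in scaling the number of genes was 39 in 50D vs 50ND (61), 29 in 150D vs 50D (15), 6 in 150D vs 150ND (21), 4 in 220D vs 150D (11), 19 in 50ND vs 7ND (77) and 7 in 50 against 7 days (19). The number of lists called was 2 in 150D vs 150ND (1), 4 in 50ND vs 7ND (1) and 3 in 150 against 7 days (1). The direction turned in 150D vs 50D for Hsc70-2 -0.019.

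Leaving out 1 array at a time, the number of genes ranged from 67 (7D replicate a) to 129 (7ND replicate a) in 7D vs 7ND, 40 (7D replicate b) to 63 (7ND replicate c) in 50D vs 7D, 36 (50ND replicate a) to 77 (7ND replicate c) in 50D vs 50ND, 7 (50D replicate c) to 20 (7ND replicate c) in 150D vs 50D, 9 (150ND replicate a) to 40 (150ND replicate c) in 150D vs 150ND, 7 (150D replicate c) to 19 (7ND replicate c) in 220D vs 150D, 30 (250D replicate b) to 71 (7ND replicate c) in 250D vs 220D, 54 (150ND replicate b) to 83 (7ND replicate a) in the mean effect, 1 (7ND replicate c) to 146 (7ND replicate a) in 50ND vs 7ND, 13 (50ND replicate b) to 32 (7ND replicate c) in 150ND vs 50ND, 8 (7D replicate b) to 142 (7ND replicate a) in 50 against 7 days, 4 (7D replicate a) to 132 (7ND replicate a) in 150 against 7 days and 8 (50D replicate c) to 19 (7ND replicate c) in 150 against 50 days. Where this leaves 7ND with 1 array, that array is assumed to vary like the other groups. The correlations ranged from 0.197 (7ND replicate a) to 0.774 (7ND replicate c) for the effects at 7 and 50 days, 0.181 (7ND replicate a) to 0.699 (7ND replicate c) for those at 7 and 150 days and 0.634 (150ND replicate b) to 0.747 (150ND replicate c) for those at 50 and 150 days. The correlation of the change at the end of diapause with the non-diapausing state in winter ranged from 0.594 (150ND replicate b) to 0.6795 (150D replicate b). The log2 fold change of per in 7D vs 7ND ranged from -1.47 (7ND replicate a) to 1.15 (7ND replicate c), where it turned. Without the latter array the shared genes of 7D and 150D were 4, and the number of lists called was 5 in 7D vs 7ND, 8 in 50D vs 7D, 3 in 50D vs 50ND, 1 in 150D vs 50D, 1 in 150D vs 150ND, 2 in 220D vs 150D, 2 in 250D vs 220D, 4 in the mean effect, 3 in 50ND vs 7ND, 1 in 150ND vs 50ND, 2 in 50 against 7 days, 5 in 150 against 7 days and 2 in 150 against 50 days.

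With the replicate block the counts were 90 in 7D vs 7ND, 50 in 50D vs 7D, 61 in 50D vs 50ND and 22 in 150D vs 150ND.

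Over all genes the median log2 fold change in 7D vs 7ND was 0.57, and 0.63, -1.51 and -0.24 with 75th-percentile scaling, no normalization and spike-in scaling, and 0.24 and 0.06 with normexp and in the authors' table. In 50D vs 7D it was 0.20, and 0.10, 1.07 and 0.73 under the first 3 of these, in 50D vs 50ND 0.10, and 0.26, 0.31 and -0.05, and in 150D vs 50D 0.14, and 0.04, -0.28 and -0.72. In 220D vs 150D it was -0.08, and -0.10, -0.23 and -0.22, in 250D vs 220D -0.10, and -0.07, 0.15 and 0.11, and in the mean effect 0.20, and 0.45, -0.28 and 0.00. The higher and lower genes of 7D vs 7ND were 52 and 33, and 72 and 21, 3 and 129, and 23 and 47 under them. Those of 50D vs 7D were 25 and 24, and 22 and 29, 100 and 11, and 57 and 14, and those of 50D vs 50ND 38 and 23, and 50 and 21, 39 and 20, and 18 and 21.

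Signal over background limits the dim probes: between 203 and 212 of the 218 genes had a probe above background on every array of a compared group, and where a group was near background on every array the fold change of a named gene is given as a bound, computed with that group at the lowest value well above background. The number of arrays limits how small a change can be called.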

Differences from the paper's values

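For the comparisons made here, the paper's text and tables give 149 fold changes of 92 genes that could be matched to a gene of the array. Its values for Hsc70 and Gapdh are not among them, since each name covers more than 1 gene of the array. Here 70 of the 149 were called in the direction the paper gives, 20 had the opposite sign, and 112 were called in at least 1 alternative set before the data were examined. In 60 the values differed by more than the spread between replicates and by more than 1.5 times. In the authors' table 145 of the 149 are within 5% of the fold change of some probe of the gene, 132 of the probe with the highest fold change and 45 of the brightest probe used here, a comparison chosen after seeing the values. The matching probes had a median log2 intensity of 7.12, and the brightest probes of the same genes 9.08. Of the values not called here, 18 were called in the authors' table, 19 with no normalization between arrays, 19 with spike-in scaling, 14 with 75th-percentile scaling, 12 with no minimum fold change, 10 with only the arrays of the groups compared, 9 with the mean of all probes and 1 with the replicate block, all set before the data were examined. Normexp on the median intensity, chosen after seeing the values, called 5 of them and lost 17 of the 70, and leaving out 7ND replicate c throughout, also chosen after seeing the values outside 7D vs 7ND, called 20 and lost 1. Alternatives not named beside a gene below left the difference in place. Only the mean of all probes brought in other probes of a gene, since the test of every probe was read at the brightest one. A difference that comes from the choice of a single probe could not close under the rest.

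In 7D vs 7ND, the paper's fold change and the value here, which differed under every alternative set before the data were examined, were 3.2 and 0.180 for Hsp67Bc and 3.2 and 0.420 for y. For Act42A the paper's value was 2.5 and the value here 1.49, without a difference under spike-in scaling, the mean of all probes and leaving out 7ND replicate c. For imd the paper's value was 2.7 and the value here 0.479, without a difference under the mean of all probes. For nan the paper's value was 2.2 and the value here 5.31, without a difference under 75th-percentile scaling, spike-in scaling, the authors' table and leaving out 7ND replicate c and 7D replicate b, and under normexp on the median intensity, chosen after seeing the values. For regucalcin the paper's value was 2.8 and the value here 5.70, without a difference under no normalization between arrays and the authors' table. For sisA the paper's value was 2.5 and the value here 3.91, without a difference under 75th-percentile scaling, the authors' table and leaving out 7ND replicate c and 7D replicate a, and under normexp on the median intensity, chosen after seeing the values. For trpl the paper's value was 4.1 and the value here 7.92, without a difference under 75th-percentile scaling, spike-in scaling, the authors' table and leaving out 7ND replicate c and 7D replicate a, and under normexp on the median intensity, chosen after seeing the values.

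In 7D vs 50D, the paper's fold change and the value here, which differed under every alternative set before the data were examined, were 4.6 and 1.72 for Atp-alpha, 5.2 and 0.901 for CG5001, 3.3 and 1.09 for CG42318, 2.2 and 0.310 for Ef1alfa48D, 6.8 and 1.50 for imd, 27.5 and 9.64 for Jon25Bi, 2.8 and 0.489 for RpL27A, 2.4 and 0.451 for RpL40, 3.0 and 1.19 for Sas, 3.1 and 0.409 for Ubi-p63e and 21.9 and 1.06 for y. For Act42A the paper's value was 6.4 and the value here 3.60, without a difference under 75th-percentile scaling. For Eip71CD the paper's value was 4.2 and the value here 2.66, without a difference under leaving out 7D replicate b, 7D replicate c and 50D replicate a. For CG12030 the paper's value was 2.5 and the value here 1.37, without a difference under 75th-percentile scaling and the mean of all probes. For CoI the paper's value was 2.7 and the value here 1.16, without a difference under 75th-percentile scaling. For drl the paper's value was 2.7 and the value here 1.78, without a difference under 75th-percentile scaling, the authors' table and leaving out 7D replicate c, and under a shared spread and scaling without 7ND replicate c, chosen after seeing the values. For Pgm the paper's value was 6.6 and the value here 2.48, without a difference under the mean of all probes. For regucalcin the paper's value was 2.2 and the value here 0.995, without a difference under 75th-percentile scaling.

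In 150D vs 150ND, the paper's fold change and the value here, which differed under every alternative set before the data were examined, were 3.1 and 1.16 for Arr1, 3.6 and 1.77 for CG8630 and 3.2 and 0.875 for Droj2. For CG15531 the paper's value was 9.3 and the value here 4.21, without a difference under leaving out 150ND replicate b and 150ND replicate c. For vri the paper's value was 2.1 and the value here 0.732, without a difference under the mean of all probes.

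In 150D vs 50D, the paper's fold change and the value here, which differed under every alternative set before the data were examined, were 3.2 and 1.27 for Droj2, 4.0 and 0.553 for vri, 8.5 and 2.27 for Ddc, 3.8 and 0.952 for rut and 6.9 and 1.23 for spin. For fru the paper's value was 3.0 and the value here 1.49, without a difference under the mean of all probes. For per the paper's value was 2.1 and the value here 1.18, without a difference under the mean of all probes. For Hsr_omega the paper's value was 2.7 and the value here 1.52, without a difference under the mean of all probes. For sls the paper's value was 2.6 and the value here 1.31, without a difference under leaving out 50D replicate b, 150D replicate a and 150D replicate b.

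In 250D vs 220D, the paper's fold change and the value here, which differed under every alternative set before the data were examined, were 2.7 and 0.751 for drpr, 315.7 and 1.71 for P5cr, 54.2 and 1.61 for Hop, 24.6 and 8.62 for Jon25Bi and 5.1 and 0.426 for rut. For Eip71CD the paper's value was 3.3 and the value here 1.59, without a difference under leaving out 250D replicate b.

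In 50D vs 7D each difference closed under an alternative. For LanA the paper's value was 2.4 and the value here 1.59, without a difference under no normalization between arrays, spike-in scaling, the authors' table and leaving out 7D replicate c, 50D replicate a and 50D replicate c, and under a shared spread and scaling without 7ND replicate c, chosen after seeing the values. For Adf1 the paper's value was 3.3 and the value here 2.06, without a difference under no normalization between arrays, spike-in scaling, the mean of all probes and leaving out 7D replicate b and 50D replicate b. For CG42318 the paper's value was 2.0 and the value here 0.916, without a difference under no normalization between arrays and spike-in scaling. For Madm the paper's value was 2.9 and the value here 1.74, without a difference under no normalization between arrays and spike-in scaling. For Mekk1 the paper's value was 3.3 and the value here 1.99, without a difference under 75th-percentile scaling, no normalization between arrays and spike-in scaling. For PEK the paper's value was 3.8 and the value here 1.72, without a difference under no normalization between arrays and spike-in scaling. For Prp5 the paper's value was 3.3 and the value here 2.18, without a difference under 75th-percentile scaling, no normalization between arrays, spike-in scaling, the authors' table and leaving out 7D replicate b, 50D replicate a and 50D replicate b, and under a shared spread and scaling without 7ND replicate c, chosen after seeing the values.

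In 220D vs 150D, the paper's fold change and the value here, which differed under every alternative set before the data were examined, were 2.9 and 0.672 for Ace, 3.0 and 1.43 for CG42318, 4.2 and 2.00 for desat2, 7.4 and 0.466 for Jon25Bi, 28.8 and 2.98 for neb, 2.8 and 1.38 for Pgm and 3.4 and 1.84 for Sas.

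The paper lists 35 genes higher in 7D than in 50D and 40 higher in 50D than in 7D, and 5 genes stand in both lists: CG42318, Ef1alfa48D, RpL27A, RpL40 and Ubi-p63e. Here Ef1alfa48D, RpL27A, RpL40 and Ubi-p63e were higher in 50D, with log2 fold changes of 1.69, 1.03, 1.15 and 1.29. The first 3 did not pass with 75th-percentile scaling, spike-in scaling or the mean of all probes, and RpL40 turned to -0.14 under the first and RpL27A to -0.058 under the last of these.

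The paper puts CG9747 first among genes raised in 7D. Here its log2 fold change was 2.39, and vri (3.27) and trpl (2.98) were among those above it. Without 7ND replicate c it had 1.75, with sls (2.49) and trpl (2.16) among those above it, and vri had 1.52 and did not pass (adjusted p = 0.136). In the authors' table CG9747 had the largest increase of the 218 genes, 2.17, and vri had 0.96 (adjusted p = 0.254). It names Ddc as the largest change from 50D to 150D, where Ddc did not pass (adjusted p = 0.184) and CG6785 had the largest increase. It puts vri and fru among genes raised at 150D, and neither passed here (adjusted p = 0.655 and adjusted p = 0.198). It names Hsc70 and Pgm as the largest differences between 220D and 150D. The name Hsc70 covers several genes of the array, so the paper's value cannot be set against any of them. Among these genes Hsc70-2 fell and the other measured ones did not pass. The fall of Hsc70-2 was not called under every scaling, and with the mean of all probes it had a log2 fold change of 0.91. Pgm did not pass (adjusted p = 0.484), while Arr2 and inaD, which the paper names too, rose. Among the most raised genes at 250D the paper names P5cr and Hop. Here P5cr rose by less than 2-fold and Hop did not pass limma's test (adjusted p = 0.510). Hsp26, Hsp23 and Jon25Bi, which the paper also names, rose. It names Cat, Act42A, per, Mhc and Thor as raised in 150D over 150ND, of which Mhc was called here, and Cat and per were called without 7ND replicate c, a setting chosen after seeing the values. Act42A and Thor had an adjusted p under 0.05 and a change under 2-fold. It names several genes as raised through the phases of diapause. Jon25Bi among them was lower in 50D than in 50ND, a comparison that the paper's tables do not list. It was also lower in 50D than in 7D, a direction that the paper reports too. The values here are of the brightest probe of each gene. In the authors' table all 11 of the paper's values in 250D vs 220D, all 17 in 150D vs 50D and 8 of 9 in 220D vs 150D were within 5% of a probe of the gene. The paper states 3 biological replicates per group, and 7ND has 2 arrays here.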

Other observations

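The tests of 7ND replicate c and 150ND replicate c, and the other groupings of the arrays, were chosen after the results were seen.

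The comparison at 50 days is left out of the paper's tables. In it diapausing females had more RNA of desaturase and some photoreceptor genes, and less of some genes known from the ovary. The 50ND females had mature ovaries, and the part that the share of ovary in the RNA plays was not tested. Of the 8 desaturases 6 were higher, 0 lower and 2 did not pass the test (7 and 0 adjusted over the list alone), among them CG15531 at 2.00 (standard error 0.46, adjusted p = 0.00390) and desat1 at 1.04 (standard error 0.31, adjusted p = 0.0162), and with spike-in scaling 1 was called. Of the 19 phototransduction genes 8 were higher, 1 lower and 10 did not pass the test (9 and 1 adjusted over the list alone), with inaC at 1.90 (standard error 0.37, adjusted p = 0.00104) and Rh3 at 1.70 (standard error 0.48, adjusted p = 0.0136), and of the 8 ovarian genes 0 were higher, 4 lower and 4 did not pass the test (0 and 5 adjusted over the list alone). Camera called these lists at an adjusted p of 0.00127, 0.00571 and 0.00548, and not with an estimated correlation (adjusted p = 0.624, adjusted p = 0.625 and adjusted p = 0.625). The kinase gene for was higher by 1.91 (standard error 0.23, adjusted p = 8.24e-06), and the non-coding RNA Hsr_omega by 1.89 (standard error 0.22, adjusted p = 8.24e-06). Hsp23 had a log2 fold change of -5.31 (standard error 0.75, adjusted p = 5.08e-05) and Hsp67Bc of -4.10 (standard error 0.72, adjusted p = 0.000380), the latter 0.17 with the mean of all its probes.

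Several lists were called in no comparison with the preset correlation. In 7D vs 7ND camera gave adjusted p = 0.0937 for biogenic amines (7 higher and 1 lower), adjusted p = 0.0828 for eye development, adjusted p = 0.869 for the insulin pathway, adjusted p = 0.861 for neuron markers, adjusted p = 0.985 for sex determination and adjusted p = 0.985 for cAMP and learning. The ribosomal genes were called lower there (adjusted p = 0.0149 from camera, and adjusted p = 0.0860 with an estimated correlation), with a median of -0.64 that turned to 1.55 with 75th-percentile scaling and 0.68 with spike-in scaling.

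7ND replicate c stood apart from the other 22 arrays. A faulty scan or hybridization is a candidate explanation, since 24.9% of its spots were marked non-uniform, against at most 0.0811% on the others. A sample of diapausing females alone is argued against by the mean of the genes higher minus those lower in 50D vs 50ND, -0.106 in the scan and -0.125 in the authors' table, where the lowest diapausing array had 1.67 and 1.70. Its column in the authors' table was closest to the scan of 7D replicate b, with r = 0.978. No biological explanation was tested.

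150ND replicate c lay between the other 150ND arrays and 150D. A sample of diapausing females alone is argued against by 16 of the 23 genes lower in 50D vs 50ND, in which it was above every 150D array (chance gives 25%), and a faulty scan by a spike-in R2 of 0.995, within the range of the other arrays. Equal amounts of RNA from both kinds of female are argued against by its median place of 0.150 between 150D and the other 150ND arrays (quartiles 0.0683 and 0.243). An unequal mixture, or smaller ovaries in these females, cannot be told apart by these values, since 250D replicate c had a place of 0.532 with no reason for a mixture in the design. The paper reports that ovaries were checked by dissection before RNA extraction, and that those of the 150ND group were fully developed. Without 150ND replicate c the desaturases were called in 150D vs 150ND (adjusted p = 0.0155 from camera, and adjusted p = 0.519 with an estimated correlation).

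With 3 arrays against 3 there are 10 groupings of the arrays, too few for a share under 0.05. The real count and the highest of the others were 49 and 0 in 50D vs 7D, 61 and 0 in 50D vs 50ND, 15 and 0 in 150D vs 50D, 21 and 0 in 150D vs 150ND, 11 and 1 in 220D vs 150D, 47 and 0 in 250D vs 220D, and 25 and 1 in 150ND vs 50ND, and in each of them 1 grouping, the real one, gave a count as large. For the mean effect of diapause 1 of 100 groupings, the real one, gave as many as 58 genes, and the highest other gave 31, so chance can be excluded at 0.05.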
